# The epidermis coordinates thermoresponsive growth through the phyB-PIF4-auxin pathway

**DOI:** 10.1038/s41467-020-14905-w

**Published:** 2020-02-26

**Authors:** Sara Kim, Geonhee Hwang, Soohwan Kim, Thom Nguyen Thi, Hanim Kim, Jinkil Jeong, Jaewook Kim, Jungmook Kim, Giltsu Choi, Eunkyoo Oh

**Keywords:** Plant sciences, Plant development

## Abstract

In plants, an elevation in ambient temperature induces adaptive morphological changes including elongated hypocotyls, which is predominantly regulated by a bHLH transcription factor, PIF4. Although *PIF4* is expressed in all aerial tissues including the epidermis, mesophyll, and vascular bundle, its tissue-specific functions in thermomorphogenesis are not known. Here, we show that epidermis-specific expression of *PIF4* induces constitutive long hypocotyls, while vasculature-specific expression of *PIF4* has no effect on hypocotyl growth. RNA-Seq and qRT-PCR analyses reveal that auxin-responsive genes and growth-related genes are highly activated by epidermal, but not by vascular, PIF4. Additionally, inactivation of epidermal PIF4 or auxin signaling, and overexpression of epidermal phyB suppresses thermoresponsive growth, indicating that epidermal PIF4-auxin pathways are essential for the temperature responses. Further, we show that high temperatures increase both epidermal *PIF4* transcription and the epidermal PIF4 DNA-binding ability. Taken together, our study demonstrates that the epidermis regulates thermoresponsive growth through the phyB-PIF4-auxin pathway.

## Abstract (web summary)

The *PIF4* transcription factor along with the phyB photoreceptor, regulates growth responses to elevated temperature in plants. Here the authors show that *PIF4* expression in the epidermis, rather than the vasculature, stimulates auxin responses and thermoresponsive growth in *Arabidopsis*.

## Introduction

Thermomorphogenesis refers to the morphological changes that occur in plants in response to a rise in ambient temperature^1^. It is characterized by elongated stems and hypocotyls, hyponastic leaf growth, and thinned leaves^1,2^. These morphological changes are considered to enhance leaf cooling capacity by increasing the leaf transpiration rate, thereby helping plants survive under heat stress^3,4^. A bHLH transcription factor, phytochrome interacting factor 4 (PIF4), is a key regulator of thermomorphogenesis^5^. The expression of *PIF4* mRNA is induced when plants are exposed to high temperatures^5^. The resulting PIF4 protein directly activates the expression of the auxin biosynthetic genes (*YUCCA8* (*YUC8*), *TAA1*, and *CYP79B2*), growth-promoting factors (*ATHB2*, *PREs*, and *LNGs*), and brassinosteroid biosynthetic genes that induce hypocotyl growth^6–10^. The high-temperature activation of *PIF4* mRNA expression is mediated by the evening complex (EC)^11,12^. The EC, consisting of ELF3, ELF4, and LUX, binds directly to the promoter of *PIF4* and represses its expression, and it has been reported that high temperatures release this repression by preventing the binding of EC to the *PIF4* promoter^11,13^.

In addition to thermomorphogenesis, PIF4 is also involved in a wide range of developmental and environmental responses including photomorphogenesis, shade avoidance responses, hypocotyl gravitropism, phototropism, leaf senescence, and stomatal development^14–20^. PIF4 was first identified as a component of the phytochrome signaling pathway^21^. Light-activated phyB interacts directly with, and phosphorylates, PIF4, resulting in the degradation of the PIF4 protein via the 26S proteasome pathway^20,22^. Recently, it was revealed that phyB functions as a thermosensor for thermomorphogenesis and, therefore, phyB may regulate PIF4 activity in response to changes in ambient temperature as well as light conditions^23,24^. Blue light receptors CRY1 and CYR2 also directly interact with PIF4 in a blue light-dependent manner^25,26^. Interaction with CRY1 represses PIF4 activity by interfering with its transcriptional activation activity^26^. PIF4 also mediates the thermosensory activation of flowering by direct regulation of the expression of *FLOWERING LOCUS T* (*FT*) in a temperature-dependent manner^27^, and it suppresses immunity through the negative regulation of defense-related gene expression^28^.

Growth regulation by various hormones is dependent on PIF4 activity^15^. In addition to the direct regulation of auxin biosynthetic gene expression, PIF4 also regulates auxin signaling by directly increasing the activities of auxin response factors (ARFs), at least partly by enhancing ARF binding to the promoters of target genes^29,30^. Growth regulation by two other hormones, brassinosteroids (BR) and gibberellic acids (GA), is also mediated by PIF4. BR promotes hypocotyl growth by repressing BIN2 kinase activity and activating the BZR1 transcription factor. BIN2 is a GSK3-like kinase that was reported to directly phosphorylate PIF4 and reduce its stability in the absence of BR signal^31^. The BR-regulated transcription factor, BZR1, directly interacts with PIF4 and this interaction regulates the expression of thousands of genes, promoting hypocotyl growth^8^. It has also been reported that BZR1 activates the expression of *PIF4*^32^. DELLAs, negative regulators of GA signaling pathways, directly interact with both BZR1 and PIF4, and prevent them from binding to target gene promoters^33–35^. GA signals induce the degradation of DELLA repressor proteins, resulting in the de-repression of BZR1 and PIF4 activity, and thereby promoting growth. Consistent with the BR and GA signals being required for PIF4 activity, these phytohormones have been shown to be necessary for thermomorphogenic growth^36^.

Although the functional roles of PIF4 in the regulation of growth and development of aerial tissues have been extensively studied, the tissue-specific roles of PIF4 are still poorly understood. It was previously shown that *PIF4* overexpression in vasculature promotes flowering, and endodermal PIF1, a PIF4 homolog, regulates hypocotyl negative gravitropism^37–39^. Surprisingly, it was reported that epidermal, but not endodermal, phyB activity is required for light regulation of hypocotyl negative gravitropism^40^. Consistent with this fact, epidermal phyB is able to induce the phosphorylation and degradation of endodermal PIFs in response to light, implying that phyB generates an unidentified mobile signal that moves between the epidermis and endodermis^40^. Epidermal phyB was also shown to regulate many light responses, including hypocotyl growth, seed germination, and shade avoidance responses^40^. However, whether epidermal phyB also regulates these responses in a non-cell autonomous manner has not been determined yet.

In this study, we analyzed the tissue-specific roles of PIF4 by generating and characterizing transgenic plants expressing PIF4 or a dominant negative version of PIF4 under the control of either an epidermis- or vasculature-specific promoter. We found that epidermal PIF4, but not vascular PIF4, regulates thermoresponsive hypocotyl growth. It was also observed that the block of epidermal auxin signaling and epidermal overexpression of phyB inhibit thermoresponsive growth. We also found that the expression of *PIF4* mRNA in the epidermis was induced at high temperatures. Our results demonstrate that high temperatures induce thermomorphogenesis through the activation of the PIF4-auxin module in the epidermis.

## Results

### Tissue-specific expression of PIF4-YFP in a *pif* mutant

PIF4 regulates a wide range of growth and developmental processes such as environmental or hormonal regulation of hypocotyl elongation, hypocotyl phototropism and negative gravitropism, chlorophyll biosynthesis, stomatal development and flowering^5,14,15,19,20,22,41,42^. According to the Cell-Type Specific *Arabidopsis* eFP Browser^43^, *PIF4* mRNA is expressed in all aerial tissues, with the highest expression in the vasculature (Supplementary Fig. 1a). To confirm the tissue-specific expression patterns of *PIF4* mRNA, we analyzed β-glucuronidase (GUS) activity in transgenic plants expressing the *GUS* gene controlled by the *PIF4* promoter (*PIF4p::GUS*). Consistent with the data from the *Arabidopsis* eFP Brower, *PIF4p::GUS* expression was strongly detected in the vasculature of cotyledons (Fig. 1a). A weak GUS signal was also detected in other tissues, including the mesophylls and epidermis, but no GUS signal was detected in the roots (Fig. 1a). To ascertain whether PIF4 in the vasculature is involved in the regulation of various developmental processes including the hypocotyl growth, we generated transgenic plants expressing *PIF4-YFP* under the control of vascular-specific promoter *SUCROSE TRANSPORTER 2* (*SUC2)* in a *pif1*;*pif3*;*pif4*;*pif5* quadruple mutant (*pifq*) background. We also generated transgenic plants expressing *PIF4-YFP* driven by *MERISTEM LAYER1* (*ML1*) and *CHLOROPHYLL A/B BINDING PROTEIN 3* (*CAB3*) promoter to examine the physiological functions of epidermal and mesophyll PIF4, respectively. These promoters have been successfully used in previous studies to drive the tissue-specific expression of target genes^44–46^. We confirmed that the expression of PIF4-YFP is mainly restricted to the vascular bundles when under the control of the *SUC2* promoter (*SUC2p::PIF4;pifq*) (Fig. 1b). In *ML1p::PIF4;pifq* transgenic plants, PIF4-YFP expression was detected specifically in the epidermis (Fig. 1c). In contrast, the PIF4-YFP signal driven by the *CAB3* promoter was observed in the epidermis in addition to the mesophyll (Supplementary Fig. 1b), probably due to the leaky expression of the *CAB3* promoter. Therefore, we only analyzed *SUC2p::PIF4;pifq* and *ML1p::PIF4;pifq* transgenic plants to determine the tissue-specific functions of PIF4.

**Fig. 1:**
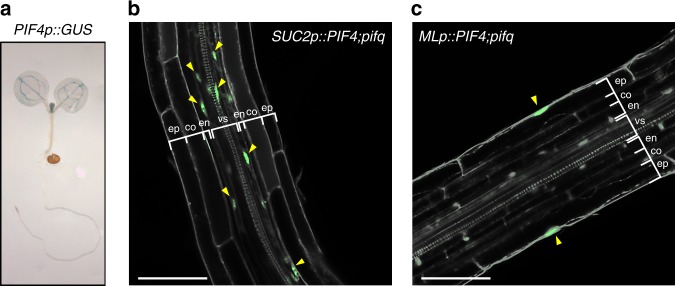
Transgenic *Arabidopsis* expressing PIF4-YFP under the epidermis (*ML1*)- or the vasculature (*SUC2*)-specific promoter. **a** Histochemical assay of the GUS activity regulated by the *PIF4* promoter. *PIF4p::GUS* transgenic plants were grown under continuous white light for 5 days and harvested for GUS staining. **b**, **c** Confocal microscopic images showing vascular- or epidermal-specific PIF4-YFP expression (green; yellow arrowheads) in *SUC2p::PIF4;pifq* or *MLp::PIF4;pifq* transgenic plants. PI (gray) was used to counterstain the cell walls. ep, epidermis; co, cortex; en, endodermis; vs, vascular structure. Scale bars = 50 μm.

### Epidermal PIF4 promotes hypocotyl growth

PIF4 promotes hypocotyl growth in response to various environmental and hormonal signals^15,22^. To determine the tissues in which PIF4 mediates hypocotyl growth, we measured the hypocotyl length of wildtype, *pifq*, *ML1p::PIF4;pifq*, and *SUC2p::PIF4;pifq* seedlings grown under white light. Consistent with previous reports, *pifq* mutants had short hypocotyls compared to those of the wild-type seedlings (Fig. 2a)^41,47^. The hypocotyl lengths of *ML1p::PIF4;pifq* seedlings were substantially longer than those of wild type and *pifq* mutant (Fig. 2a), indicating that epidermal PIF4 is capable of promoting hypocotyl growth. In contrast, vascular expression of *PIF4* driven by the *SUC2* promoter was not able to restore the short hypocotyls of *pifq* mutant seedlings (Fig. 2a), although the level of *PIF4* in *SUC2p::PIF4;pifq* plants was higher than those in wild type and *ML1p::PIF4;pifq* plants (Fig. 2b).

**Fig. 2:**
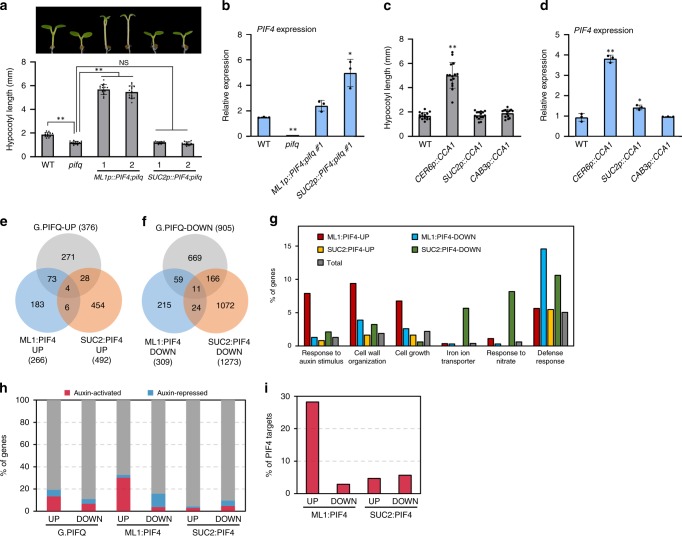
Epidermal PIF4 promotes hypocotyl growth. **a** Hypocotyl lengths of seedlings grown under the continuous white light at 20 °C for 7 days. Error bars indicate s.d. (*n* = 15 plants). **P<0.01 (two-tailed Student’s *t*-test); NS, not significant (two-tailed Student’s *t*-test *P* ≥ 0.05). **b** qRT-PCR analysis of *PIF4*. Seedlings were grown in the same conditions as **a**. The expression levels of *PIF4* were normalized to those of *PP2A*. Error bars indicate s.d. (*n* = 3). *P < 0.05 and **P < 0.01 (two-tailed Student’s *t*-test). **c** Hypocotyl lengths of seedlings grown under continuous white light at 20 °C for 7 days. Error bars indicate s.d. (*n* = 15 plants). **P < 0.01 (two-tailed Student’s *t*-test). **d** *PIF4* expression levels in the seedlings grown in the same growth conditions as **c**. The expression levels of *PIF4* were normalized to those of *PP2A*. Error bars indicate s.d. (*n* = 3). *P < 0.05 and **P < 0.01 (two-tailed Student’s *t*-test). **e** The Venn diagram shows the overlap between genes that are up-regulated by global PIF quartet (G.PIFQ), *ML1* promoter-driven PIF4 (ML1:PIF4 UP), and *SUC2* promoter-driven PIF4 (SUC2:PIF4 UP). **f** The Venn diagram shows the overlap between genes that are down-regulated by the global PIF quartet, ML1:PIF4, and SUC2:PIF4. **g** GO analyses of ML1:PIF4-regulated and SUC2:PIF4-regulated genes. Total: *Arabidopsis* total genes. **h** Percentage of auxin (picloram)-activated or repressed genes in global PIF quartet-regulated or ML1:PIF4-regulated or SUC2:PIF4-regulated genes. **i** Percentage of PIF4 direct target genes in ML1:PIF4-regulated or SUC2:PIF4-regulated genes. Source data are provided as a Source Data file.

A recent study showed that the circadian clock activity in the epidermal cells is important in the regulation of hypocotyl and petiole elongation^48^. We confirmed that while perturbation of the epidermal clock system by overexpression of *CCA1* specifically in the epidermis (*CER6p::CCA1*) promotes the hypocotyl growth, neither vascular (*SUC2p::CCA1*) nor mesophyll (*CAB3p::CCA1*) clock perturbation had a significant effect on hypocotyl growth^48^ (Fig. 2c). A previous study showed that *PIF4* expression is constitutively high in CCA1-overexpressing plants^49^. Intriguingly, *PIF4* expression was highly elevated in the *CER6p::CCA1*, but showed only a marginal increase in *SUC2p::CCA1* seedlings compared to those in wild-type seedlings (Fig. 2d), suggesting the hypocotyl elongation seen in *CER6p::CCA1* plants might be attributable to the increased *PIF4* levels in the epidermis. In support of this, the down-regulation of *PIF4* expression by artificial microRNA against *PIF4* (*PIF4mi*) suppressed the long hypocotyls of *CER6p::CCA1* (Supplementary Fig. 2). Therefore, these results provide further support that epidermal PIF4 promotes hypocotyl growth.

To obtain clues for molecular mechanisms underlying the epidermal PIF4 regulation of hypocotyl growth, we performed RNA-Seq analysis of wild type, *pifq*, *ML1p::PIF4;pifq*, and *SUC2p::PIF4;pifq* seedlings grown under white light for 5 days. 

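*PIF5* (AT3G59060) RNA was at 6948 ± 1034 in wild type and at 171 ± 49.9 in *pifq* (SD, n = 2 libraries of whole seedlings), in normalized estimated reads. From limma this is a log2 fold change of 5.36 (standard error, SE, 0.23, adjusted p = 2.81e-05). *PIF1* (AT2G20180) was at 2311 ± 270.2 in wild type and at 655 ± 105 in *pifq*, a log2 fold change of 1.82 (SE 0.16, adjusted p = 0.000895). *PIF3* (AT1G09530) was at 741 ± 123 and 563 ± 36.4, a log2 fold change of 0.39 (SE 0.15, adjusted p = 0.178) that did not pass the test. *PIF4* (AT2G43010) was at 3086 ± 527 in wild type, 1178 ± 169 in *pifq*, 15344 ± 2167 in *ML1p::PIF4;pifq* (called *ML1:PIF4* below) and 64863 ± 11516 in *SUC2p::PIF4;pifq* (called *SUC2:PIF4* below). The epidermal *ML1* promoter drives *PIF4* in the first line, and the promoter of the companion cell gene *SUC2* (AT1G22710) in the second. The log2 fold change of *PIF4* over *pifq* was 1.39 (SE 0.18, adjusted p = 0.00421) in wild type, 3.70 (SE 0.18, adjusted p = 3.97e-05) in *ML1:PIF4* and 5.78 (SE 0.18, adjusted p = 3.14e-06) in *SUC2:PIF4*. It was lower in *ML1:PIF4* than in *SUC2:PIF4* (log2 fold change -2.08, SE 0.18, adjusted p = 0.000280). The call of *PIF4* in wild type was lost without *pifq*-A (1.24). With the first transcript of each gene alone, chosen after seeing the data, *PIF4* had a log2 fold change of 9.50 in *ML1:PIF4* and -2.08 between the lines, neither past the test. The *PIF4* values do not separate RNA of the transgene from that of the *PIF4* locus. On TAIR10.1 *PIF4* lies on chromosome 2 from 17886101 to 17889087 and *PIF5* on chromosome 3 from 21827905 to 21830837. The seedlings were grown in white light at 20 °C for 5 days, with 2 libraries per genotype. They are called WT-1 and WT-2 and ML1-1 and ML1-2 after their replicate numbers, and *pifq*-A, *pifq*-B, SUC2-A and SUC2-B for columns without a number of their own. The authors extracted total RNA, made directional libraries, sequenced them as paired ends on the MGIseq system and estimated transcript levels with Salmon. Summed over transcripts, the values came to 52918699 and 55674351 in wild type, 53303975 and 48215013 in *pifq*, 52243827 and 49839510 in *ML1:PIF4* and 49611630 and 50545957 in *SUC2:PIF4*. The 2 libraries of a genotype had Pearson's r of 0.982 to 0.988 across genes, which are not independent replicates. Libraries of different genotypes came close to this, at 0.966 (WT-2 and ML1-1) to 0.981 (*pifq*-B and ML1-2). Differentially expressed genes (DEGs) were called with limma-trend among 24182 genes, in 1 fit of all 8 libraries. They passed a fold above 1.5 and a Benjamini-Hochberg adjusted p under 0.05, the criteria of the paper. In values simulated with the spread of the fit the test called 73.5% of genes changed 2-fold for wild type against *pifq*, 76.8% for *ML1:PIF4* and 68.8% for *SUC2:PIF4*. It called 20.3%, 25.0% and 14.5% of those changed 1.5-fold, where the required fold itself limits the calls. The changed genes were drawn only among those with higher values, so genes with low values were not covered.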

The RNA-Seq analysis identified 1281 differentially expressed genes (DEGs) between wild type and *pifq* seedlings (Supplementary Data 1). We refer to these DEGs as the global PIF quartet (PIF1, PIF3, PIF4, and PIF5)-regulated genes. 

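Of 32 SAUR genes, which auxin induces, 16 were higher in wild type than in *pifq* and none was lower, with a median log2 fold change of 1.41 (camera, adjusted p = 2.92e-20; estimated correlation, adjusted p = 0.197; 26 higher when adjusted over the list alone). *SAUR62* (AT1G29430) had a log2 fold change of 1.94 (SE 0.20, adjusted p = 0.00200) and *SAUR36* (AT2G45210) of 1.68 (SE 0.20, adjusted p = 0.00272), although neighbouring SAUR genes are alike in sequence and may share reads. Genes of salicylic acid defense fell, 10 of 28 with none higher (camera, adjusted p = 4.57e-06; estimated correlation, adjusted p = 0.262). The transcription factors *WRKY46* (log2 fold change -2.90, SE 0.31, adjusted p = 0.00201) and *WRKY53* (log2 fold change -3.33, SE 0.29, adjusted p = 0.000895) were among them. Of 11 genes of jasmonate, ethylene and camalexin defense 5 were lower and none higher (camera, adjusted p = 0.000247; estimated correlation, adjusted p = 0.262). The jasmonate biosynthesis gene *LOX2* (AT3G45140) had a log2 fold change of -1.31 (SE 0.13, adjusted p = 0.00182). Seed storage and late embryogenesis genes, which are expressed in maturing seeds, were lower in wild type too, 8 of 17 with a median of -3.53 (camera, adjusted p = 1.51e-09; estimated correlation, adjusted p = 0.289; 13 lower when adjusted over the list alone). The clock gene *TOC1* (AT5G61380), expressed in the evening, was lower (log2 fold change -1.01, SE 0.11, adjusted p = 0.00215). A run of 6 neighbouring genes from *RPL16A* (AT2G42740) to *CSY3* (AT2G42790), 80.0 kb from *PIF4*, was at 275 to 5802 in wild type and at 5.95 or less in every library of *pifq* and of both lines. In all, 347 DEGs were higher and 969 lower in wild type than in *pifq*. Without *pifq*-A 108 genes were higher and 140 lower, and without *pifq*-B 105 and 228. Against a null fold of 1.5 (limma's treat) these were 33 and 161. The number of SAUR genes higher was 9 without WT-2 and 8 without *pifq*-A or *pifq*-B. For salicylic acid defense the number lower was 3 without *pifq*-A or *pifq*-B. For jasmonate, ethylene and camalexin defense it was 1 without *pifq*-A and 2 without *pifq*-B. For seed maturation it was 5 without WT-2, 1 without *pifq*-A and 4 without *pifq*-B.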

We also compared the transcriptome of *pifq* with either *ML1p::PIF4;pifq* or *SUC2p::PIF4;pifq* and identified 575 epidermal PIF4 (ML1:PIF4)-regulated genes and 1765 vascular PIF4 (SUC2:PIF4)-regulated genes (Supplementary Data 1). 

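In *ML1p::PIF4;pifq*, *CYP79F1* (AT1G16410), an enzyme of aliphatic glucosinolate synthesis, had a log2 fold change of -4.70 (SE 0.26, adjusted p = 6.39e-05) against *pifq*, and the myrosinase gene *TGG2* (AT5G25980) one of -3.40 (SE 0.32, adjusted p = 0.000921). *PIF7* (AT5G61270), a relative of *PIF4*, was lower (log2 fold change -1.17, SE 0.12, adjusted p = 0.00140), at 794 ± 25.2 against 1789 ± 143 in *pifq* (SD, n = 2 libraries). AT5G44440, a gene of the berberine bridge enzyme family, was higher (log2 fold change 4.50, SE 0.43, adjusted p = 0.000931). AT1G54040, which encodes an epithiospecifier protein of glucosinolate breakdown, was at 23199 ± 373 against 326 ± 84.1 in *pifq*, a log2 fold change of 6.17 (SE 0.26, adjusted p = 2.48e-05). It turned to -1.51 with the first transcript alone. It lies in a stretch of 100 neighbouring genes on chromosome 1 of which 15 were called in this line. In all, 239 genes were higher and 255 lower in *ML1:PIF4* than in *pifq*. The numbers higher and lower were 87 and 67 without *pifq*-A, 82 and 93 without *pifq*-B, 61 and 94 without ML1-1 and 75 and 98 without ML1-2. They were 55 and 71 with treat.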

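In *SUC2p::PIF4;pifq*, the glutathione transferase gene *GSTU24* (AT1G17170) had a log2 fold change of -2.69 (SE 0.19, adjusted p = 0.000577) against *pifq*, and *COR15A* (AT2G42540), which protects chloroplasts in the cold, one of -1.87 (SE 0.18, adjusted p = 0.00133). The evening clock gene *ELF4* (AT2G40080) was lower as well (log2 fold change -1.42, SE 0.17, adjusted p = 0.00307). Of all clock genes 5 of 13 were lower and none higher (camera, adjusted p = 0.237). The number of clock genes lower was 1 without *pifq*-A or SUC2-B and 2 without SUC2-A. *MRD1* (AT1G53480), in the same stretch of chromosome 1 as AT1G54040, was higher (log2 fold change 4.54, SE 0.45, adjusted p = 0.00151), as it was in *ML1p::PIF4;pifq* (log2 fold change 4.13, SE 0.45, adjusted p = 0.00190, not called at 3.84 without *pifq*-B). The direction of *MRD1* in *ML1:PIF4* turned with the first transcript alone, chosen after seeing the data. Of all DEGs against *pifq* in *SUC2:PIF4*, 477 were higher and 1299 lower. These numbers were 12 and 127 without *pifq*-A, 24 and 488 without SUC2-A and 18 and 298 without SUC2-B. They were 4 and 118 with treat.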

Thereafter, using Gene Set Enrichment Analysis (GSEA), we examined how the global PIF quartet-regulated genes are regulated by each tissue-specific PIF4 (Fig. 2e, f, Supplementary Fig. 3). The global PIF quartet-activated gene set shows a more significant positive enrichment in *ML1p::PIF4;pifq* than that in *SUC2p::PIF4;pifq* when compared to *pifq* (Supplementary Fig. 3a, b), suggesting that the PIF quartet-activated genes are more robustly activated by epidermal PIF4 than by vascular PIF4. In contrast, the global PIF4 quartet-repressed gene set shows a more significant negative enrichment in *SUC2p::PIF4;pifq* than that in *ML1p::PIF4;pifq* when compared to *pifq* (Supplementary Fig. 3c, d). This suggests that vascular PIF4 may play a dominant role in the regulation of PIF quartet-repressed genes. On the other hand, we tested the statistical significance of overlaps between each of the gene sets shown in Fig. 2e, f (Supplementary Data 1). 

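AT1G06080, which encodes a fatty acid desaturase, was higher in wild type (log2 fold change 1.12, SE 0.19, adjusted p = 0.0109, not called at 1.13 without *pifq*-A and 1.12 without *pifq*-B) and in *ML1p::PIF4;pifq* (log2 fold change 3.23, SE 0.19, adjusted p = 6.46e-05) than in *pifq*. Its log2 fold change in *SUC2p::PIF4;pifq* was 0.07 (SE 0.19, adjusted p = 0.838). AT2G19660 was higher in wild type (log2 fold change 1.67, SE 0.28, adjusted p = 0.00998, not called at 1.53 without *pifq*-A and 1.81 without *pifq*-B) and in *ML1:PIF4* (log2 fold change 3.31, SE 0.28, adjusted p = 0.000506) as well. Its value in *SUC2:PIF4* was 0.49 (SE 0.28, adjusted p = 0.291). *CO* (AT5G15840), the flowering regulator CONSTANS, was higher in wild type (log2 fold change 1.44, SE 0.30, adjusted p = 0.0249, not called at 1.12 without WT-1, 1.21 without *pifq*-A and 1.68 without *pifq*-B) and in *SUC2:PIF4* (log2 fold change 1.40, SE 0.30, adjusted p = 0.0254, not called at 1.16 without *pifq*-A, 1.25 without SUC2-A and 1.55 without SUC2-B). Its value in *ML1:PIF4* was 0.59 (SE 0.30, adjusted p = 0.467). Of the 347 global PIF quartet-activated genes, 70 were higher and 10 lower in *ML1:PIF4* than in *pifq*, with a median log2 fold change of 0.31 (camera, adjusted p = 1.19e-15). For *SUC2:PIF4* 27 were higher and 26 lower, with a median of 0.07 (adjusted p = 0.206). Between the lines 117 were higher and 44 lower in *ML1:PIF4*, with a median of 0.30 (adjusted p = 3.68e-05). With an estimated correlation neither call held, at an adjusted p of 0.116 in *ML1:PIF4* (unadjusted 0.0313) and 0.327 between the lines. The set was called against the same *pifq* libraries, so its direction is not independent evidence. The unadjusted p in *SUC2:PIF4* was 0.0149 without WT-2, 3.24e-05 without *pifq*-A and 0.00224 without *pifq*-B.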

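*PYD4* (AT3G08860) was lower than in *pifq* in wild type (log2 fold change -2.53, SE 0.27, adjusted p = 0.00205) and in *SUC2p::PIF4;pifq* (log2 fold change -2.62, SE 0.27, adjusted p = 0.00166). It was lower in *ML1p::PIF4;pifq* too (log2 fold change -2.09, SE 0.27, adjusted p = 0.00467, not called at -1.996 without *pifq*-A, -2.19 without *pifq*-B and -1.98 without ML1-2). AT3G53040, a gene of the late embryogenesis abundant family, was lower in wild type (log2 fold change -2.42, SE 0.20, adjusted p = 0.000714) and *SUC2:PIF4* (log2 fold change -2.37, SE 0.20, adjusted p = 0.000755). Its log2 fold change in *ML1:PIF4* was 0.36 (SE 0.20, adjusted p = 0.509). Of the 969 global PIF quartet-repressed genes, 170 were lower and 9 higher in *SUC2:PIF4* than in *pifq*, with a median log2 fold change of -0.28 (camera, adjusted p = 4.61e-07). In *ML1:PIF4* 51 were lower and 6 higher, with a median of -0.11 (adjusted p = 0.00172). Compared directly, 210 were higher in *ML1:PIF4* and 95 higher in *SUC2:PIF4*, with a median of 0.12 (adjusted p = 0.0205). With an estimated correlation none of these calls held, at an adjusted p of 0.502 in *SUC2:PIF4*, 0.472 in *ML1:PIF4* and 0.665 between them. This set too was called against the same *pifq* libraries. Its unadjusted p in *ML1:PIF4* was 0.0604 without ML1-2 and 0.0519 with only the 4 libraries compared. Between the lines it was 0.717 without WT-1, 0.0520 without WT-2, 0.498 without *pifq*-A, 0.162 without ML1-1 and 0.0762 without SUC2-A, the direction being the opposite without *pifq*-A.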

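*YUC8* (AT4G28720), a flavin monooxygenase gene of auxin biosynthesis, was higher than in *pifq* both in wild type (log2 fold change 2.57, SE 0.21, adjusted p = 0.000636) and in *ML1p::PIF4;pifq* (log2 fold change 2.45, SE 0.21, adjusted p = 0.000512). AT4G36880, a cysteine protease gene, was lower both in wild type (log2 fold change -2.42, SE 0.15, adjusted p = 0.000183) and in *SUC2p::PIF4;pifq* (log2 fold change -1.66, SE 0.15, adjusted p = 0.000925). It was lower in *ML1:PIF4* as well (log2 fold change -0.91, SE 0.15, adjusted p = 0.0166, not called at -0.92 without *pifq*-A, -0.90 without *pifq*-B, -0.99 without ML1-1 and -0.83 without ML1-2). Of the DEGs of wild type and *ML1:PIF4*, 70 were higher in both, against 3.43 for independent lists of these sizes (Fisher's exact test, p = 2.86e-72). Another 51 were lower in both, against 10.2 (p = 1.05e-21, Fisher's exact test). Of the DEGs of wild type and *SUC2:PIF4*, 27 were higher in both, against 6.84 (Fisher's exact test, p = 1.67e-09). Another 170 were lower in both, against 52.1 (p = 2.70e-44, Fisher's exact test). Since both comparisons of a pair use the same *pifq* libraries, part of the excess may come from these shared controls. In 100 simulations of unchanged genotypes at most 1 gene was shared in either direction, for either pair. With no gene changed few are called at all, so the simulations do not measure what the shared controls add here. They also drew each gene independently, so they leave out shifts that genes share. The numbers higher and lower in both wild type and *ML1:PIF4* were 63 and 83 without WT-1, 66 and 90 without WT-2, 20 and 5 without *pifq*-A, 16 and 10 without *pifq*-B, 29 and 18 without ML1-1 and 30 and 15 without ML1-2. Those of wild type and *SUC2:PIF4* were 45 and 248 without WT-2, 8 and 8 without *pifq*-A, 20 and 69 without *pifq*-B, 7 and 100 without SUC2-A and 5 and 55 without SUC2-B.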

The global PIF quartet-regulated genes showed a highly significant overlap with either of the epidermal PIF4- or vascular PIF4-regulated genes (Supplementary Data 1). However, the overlap between epidermal PIF4-regulated genes and vascular PIF-regulated genes were far less significant in both up- and down-regulated DEGs, showing an overlap enriched only 2.5-fold than that by random chance in both cases (Supplementary Data 1). 

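ATCG00150, the plastid gene for an ATP synthase subunit, was higher than in *pifq* in both *ML1p::PIF4;pifq* (log2 fold change 1.48, SE 0.15, adjusted p = 0.00123) and *SUC2p::PIF4;pifq* (log2 fold change 1.45, SE 0.15, adjusted p = 0.00164). It was among 19 genes higher in both lines, against 4.71 for independent lists, a ratio of 4.03 (Fisher's exact test, p = 3.18e-07). Of the genes lower in each line 20 were shared, against 13.7, a ratio of 1.46 (Fisher's exact test, p = 0.0916). Over all genes tested, the log2 fold changes of the 2 lines had a covariance of 0.0789, against 0.0729 in the simulations of shared controls (SD 0.00220), a difference of 0.00590. This difference was 0.0437 for wild type and *ML1:PIF4* and 0.0656 for wild type and *SUC2:PIF4*. The simulations drew each gene independently, so their SD leaves out shifts that genes share and may be too small to judge these differences. A split of the *pifq* libraries would leave 1 for each comparison and was not made. The numbers higher and lower in both lines were 6 and 0 without *pifq*-A, 10 and 11 without *pifq*-B, 7 and 5 without ML1-1, 8 and 4 without ML1-2, 5 and 4 without SUC2-A and 6 and 3 without SUC2-B. With only the 4 libraries compared 58 genes were lower in both. The paper's supplement takes a larger total of genes than the 24182 tested here. With all genes of the annotation as background the ratios were 5.46 for genes higher and 1.98 for genes lower. Fisher's exact test of the shared lower genes then gave p = 0.00345.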

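*ELF4*, whose protein acts in the evening complex of the clock, was higher in *ML1p::PIF4;pifq* than in *SUC2p::PIF4;pifq* (log2 fold change 1.91, SE 0.17, adjusted p = 0.000330). *FAMA* (AT3G24140), a guard cell regulator, was lower (log2 fold change -1.21, SE 0.13, adjusted p = 0.000710). They were among 2185 genes higher and 1193 lower when *ML1:PIF4* was compared directly with *SUC2:PIF4*. Of the genes higher in *ML1:PIF4* than in *pifq*, 202 of 239 were also higher than in *SUC2:PIF4*, and of those lower 209 of 255 were also lower than in *SUC2:PIF4*. Of the genes higher in *SUC2:PIF4* than in *pifq*, 238 of 477 were also higher than in *ML1:PIF4*, and of those lower 1036 of 1299 were also lower than in *ML1:PIF4*. Since both comparisons of a line use its own libraries, such agreement is expected in part, and how much was not estimated. The genes higher and lower between the lines were 1002 and 439 without ML1-1, 1231 and 857 without ML1-2, 1183 and 428 without SUC2-A and 992 and 336 without SUC2-B. Those called against *pifq* and the other line were, higher and lower, 80 and 66 without *pifq*-A, 71 and 81 without *pifq*-B, 51 and 86 without ML1-1, 70 and 95 without ML1-2 and 144 and 127 without SUC2-B for *ML1:PIF4*. For *SUC2:PIF4* they were 7 and 126 without *pifq*-A, 141 and 756 without *pifq*-B, 65 and 593 without ML1-1, 137 and 588 without ML1-2, 11 and 437 without SUC2-A and 6 and 266 without SUC2-B.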

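*LTP2* (AT2G38530), a lipid transfer protein gene, was higher in *ML1p::PIF4;pifq* than in *pifq* (log2 fold change 3.35, SE 0.19, adjusted p = 6.46e-05) and lower in *SUC2p::PIF4;pifq* (log2 fold change -1.03, SE 0.19, adjusted p = 0.0160, not called at -0.78 without *pifq*-A and -0.87 without SUC2-B). The lines differed by a log2 fold change of 4.39 (SE 0.19, adjusted p = 1.20e-05). It was among 28 genes higher in *ML1:PIF4* and lower in *SUC2:PIF4*, against 12.8 for independent lists (Fisher's exact test, p = 0.000117). Another 7 genes were lower in *ML1:PIF4* and higher in *SUC2:PIF4*, against 5.03 (Fisher's exact test, p = 0.358). The genes in opposite directions were 5 and 1 without *pifq*-A, 13 and 1 without *pifq*-B, 9 and 4 without ML1-1, 11 and 4 without ML1-2, 21 and 1 without SUC2-A and 14 and 0 without SUC2-B.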

The distinct DEGs of epidermal PIF4 and vascular PIF4 indicate high tissue-dependency in PIF4 target gene regulation, and also validate robust tissue-specific expression of PIF4 by *ML1* and *SUC2* promoters (Fig. 1b, c).

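*IAA29* (AT4G32280), an Aux/IAA repressor that auxin induces, was at 1454 ± 82.9 in *ML1p::PIF4;pifq* and 67.2 ± 11.2 in *pifq* (SD, n = 2 libraries), a log2 fold change of 4.42 (SE 0.25, adjusted p = 6.46e-05). Its value in *SUC2p::PIF4;pifq* was 0.44 (SE 0.25, adjusted p = 0.302). Of 29 Aux/IAA genes 4 were higher in *ML1:PIF4* and none lower (camera, adjusted p = 3.42e-08; estimated correlation, adjusted p = 0.129; 8 higher when adjusted over the list alone). *IAA19* (AT3G15540) was among them (log2 fold change 1.74, SE 0.18, adjusted p = 0.00148). Of 32 SAUR genes, some near-identical, 4 were higher and none lower (camera, adjusted p = 4.90e-06; estimated correlation, adjusted p = 0.269; 8 higher when adjusted over the list alone). Of 30 xyloglucan endotransglucosylase/hydrolase (XTH) genes, which remodel cell walls, 6 were higher and 1 lower (camera, adjusted p = 0.000584; estimated correlation, adjusted p = 0.269; 2 lower when adjusted over the list alone). *XTH15* (AT4G14130) was at 2.51 (SE 0.15, adjusted p = 6.46e-05) and *XTH17* (AT1G65310) at 1.71 (SE 0.19, adjusted p = 0.00190). Of 21 expansin genes 3 were higher and none lower (camera, adjusted p = 9.78e-05; estimated correlation, adjusted p = 0.339; 6 higher when adjusted over the list alone). None of the Aux/IAA genes was higher in *SUC2:PIF4* and 3 were lower (camera, adjusted p = 0.921). No SAUR gene was called there (camera, adjusted p = 0.237), though the number lower was 3 without *pifq*-B and 1 without SUC2-A. For cell wall genes, 1 XTH gene was higher and 5 lower (camera, adjusted p = 0.00474; estimated correlation, adjusted p = 0.639). Of the expansin genes 1 was higher and 4 lower (camera, adjusted p = 0.0448; estimated correlation, adjusted p = 0.847; 7 lower when adjusted over the list alone). Compared directly, 8 Aux/IAA (camera, adjusted p = 0.00129; estimated correlation, adjusted p = 0.261) and 12 SAUR genes (camera, adjusted p = 9.75e-05; estimated correlation, adjusted p = 0.315) were higher in *ML1:PIF4* than in *SUC2:PIF4*. So were 15 XTH (camera, adjusted p = 3.03e-05; estimated correlation, adjusted p = 0.207) and 10 expansin genes (camera, adjusted p = 3.03e-05; estimated correlation, adjusted p = 0.352), with 2 XTH genes and none of the others lower. The number of Aux/IAA genes higher in *ML1:PIF4* than in *pifq* was 2 without *pifq*-A, *pifq*-B, ML1-1 or ML1-2. For SAUR genes it was 0 without *pifq*-B, ML1-1 or ML1-2. For XTH genes it was 3 without *pifq*-B, ML1-1 or ML1-2. For expansin genes it was 0 without *pifq*-B, ML1-1 or ML1-2. SAUR genes higher than in *SUC2:PIF4* numbered 5 without ML1-1 and 7 without ML1-2 or SUC2-B. For XTH genes it was 9 without ML1-1. For expansin genes it was 4 without ML1-1, 6 without ML1-2 or SUC2-A and 5 without SUC2-B. Numbers of Aux/IAA genes lower in *SUC2:PIF4* than in *pifq* were 0 without *pifq*-A, SUC2-A or SUC2-B. For XTH genes it was 2 without *pifq*-A or SUC2-A and 1 without SUC2-B. For expansin genes it was 0 without *pifq*-A or SUC2-B and 1 without SUC2-A. The XTH gene higher in *SUC2:PIF4* was lost without *pifq*-A, SUC2-A or SUC2-B, and the expansin gene without *pifq*-A, *pifq*-B, SUC2-A or SUC2-B. The expansin test gave an adjusted p of 0.0943 without *pifq*-B in *ML1:PIF4* and 0.235 without *pifq*-A and 0.0713 without SUC2-B in *SUC2:PIF4*.

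**Figure D1:**
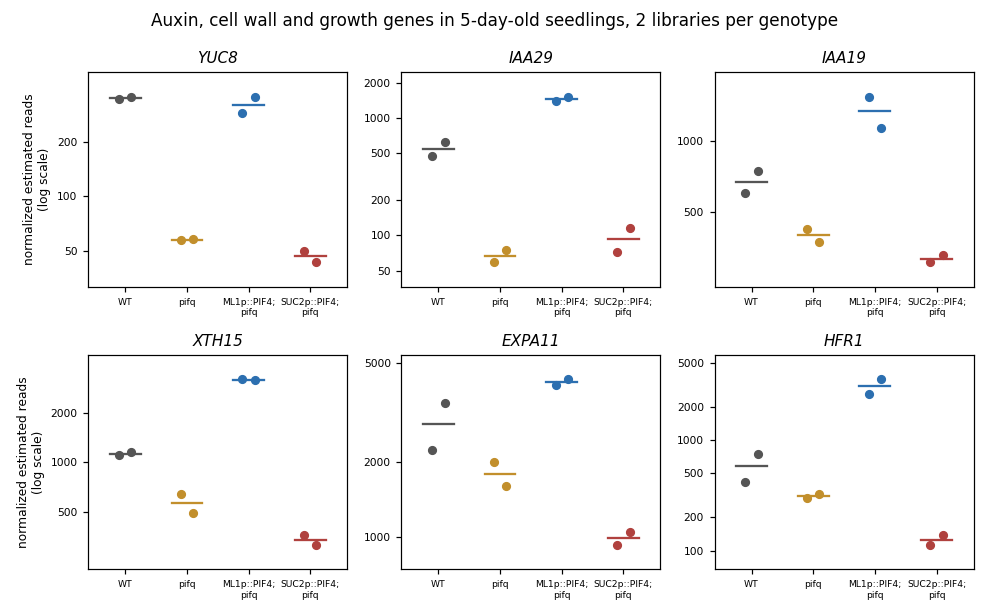
Normalized estimated reads, on a log axis, of 6 growth-related genes in wild type, *pifq*, *ML1:PIF4* and *SUC2:PIF4*; points are the 2 libraries of each genotype and the short line is their mean. *XTH15* and *IAA29* lie above every *pifq* library in both *ML1:PIF4* libraries.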

Gene ontology (GO) analyses revealed that GO terms including “response to auxin stimulus,” “cell wall organization,” and “cell growth” were highly enriched only in epidermal PIF4-activated genes (Fig. 2g). The results are very consistent with the positive role of epidermal PIF4 in hypocotyl growth (Fig. 2a), suggesting that epidermal PIF4 regulates hypocotyl growth through the auxin pathway. 

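*HFR1* (AT1G02340) and *PIL1* (AT2G46970), bHLH genes induced in shade, rose in *ML1p::PIF4;pifq*, *HFR1* with a log2 fold change of 3.28 (SE 0.26, adjusted p = 0.000350) and *PIL1* of 4.80 (SE 0.33, adjusted p = 0.000158). *HFR1* was at 3092 ± 640.2 in *ML1:PIF4*, 314 ± 18.7 in *pifq* and 126 ± 17.1 in *SUC2p::PIF4;pifq* (SD, n = 2 libraries). *PIL1* was at 517 ± 118, 18.0 ± 6.80 and 32.9 ± 1.74. Of 16 regulators of shade and temperature growth that PIFs induce, 3 were higher and none lower in *ML1:PIF4* than in *pifq*, with a median of 0.79 (camera, adjusted p = 5.77e-14; estimated correlation, adjusted p = 0.0976; 9 higher when adjusted over the list alone). None was higher in *SUC2:PIF4* and 1 was lower (camera, adjusted p = 0.850; 3 lower when adjusted over the list alone). The number lower was 0 without *pifq*-A, SUC2-A or SUC2-B and 2 without *pifq*-B. Compared directly, 8 were higher in *ML1:PIF4* than in *SUC2:PIF4* (camera, adjusted p = 1.22e-06; estimated correlation, adjusted p = 0.207). The last count was 4 without ML1-1 and 5 without SUC2-A. The gene lower in *SUC2:PIF4* was *HFR1* (log2 fold change -1.32, SE 0.26, adjusted p = 0.0187, not called at -1.38 without *pifq*-A, -1.26 without *pifq*-B, -1.18 without SUC2-A and -1.46 without SUC2-B). From the terms enriched among epidermal PIF4-activated genes and the long hypocotyls of the line, the paper proposes that epidermal PIF4 regulates hypocotyl growth through the auxin pathway.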

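*IRT1* (AT4G19690), the main iron transporter of the root surface, was at 613 ± 242 in *SUC2p::PIF4;pifq* and 2028 ± 113 in *pifq* (SD, n = 2 libraries), a log2 fold change of -1.78 (SE 0.26, adjusted p = 0.00601), not called at -1.84 without *pifq*-A. *FRO2* (AT1G01580), the ferric chelate reductase gene, had one of -1.58 (SE 0.31, adjusted p = 0.0191), not called at -1.71 without *pifq*-A, -1.45 without *pifq*-B and -1.27 without SUC2-B. Of 24 iron-deficiency response genes 11 were lower and none higher, with a median of -0.83 (camera, adjusted p = 0.000389; estimated correlation, adjusted p = 0.832). Of 25 nitrate response genes 4 were lower and 1 higher, with a median of -0.05 (camera, adjusted p = 0.309). The nitrate transporter gene *NRT1.1* (AT1G12110) was among those lower (log2 fold change -0.70, SE 0.14, adjusted p = 0.0226, not called at -0.54 without *pifq*-A, -0.72 without SUC2-A and -0.67 without SUC2-B). Root markers fell as well, 9 of 20 with a median of -0.99 and all 20 below 0 (camera, adjusted p = 1.07e-09; estimated correlation, adjusted p = 0.252; 15 lower when adjusted over the list alone). The Casparian strip gene *CASP1* (log2 fold change -1.55, SE 0.12, adjusted p = 0.000753) and the aquaporin gene *TIP2-3* (log2 fold change -1.70, SE 0.13, adjusted p = 0.000753) were among them. Of 12 phloem markers 4 were higher and none lower (camera, adjusted p = 0.00474; estimated correlation, adjusted p = 0.847). The companion cell proton pump gene *AHA3* (AT5G57350) was among them (log2 fold change 0.98, SE 0.18, adjusted p = 0.0163, not called at 0.84 without *pifq*-A, 0.99 without SUC2-A and 0.97 without SUC2-B). The number of iron-deficiency genes lower was 0 without *pifq*-A, 4 without *pifq*-B, 6 without SUC2-A and 1 without SUC2-B. For nitrate genes it was 0 without *pifq*-A or SUC2-B and 2 without SUC2-A. For root markers it was 3 without *pifq*-A. The nitrate gene higher was lost without *pifq*-A, *pifq*-B, SUC2-A or SUC2-B. Phloem markers higher numbered 0 without *pifq*-A, SUC2-A or SUC2-B and 2 without *pifq*-B.

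**Figure D2:**
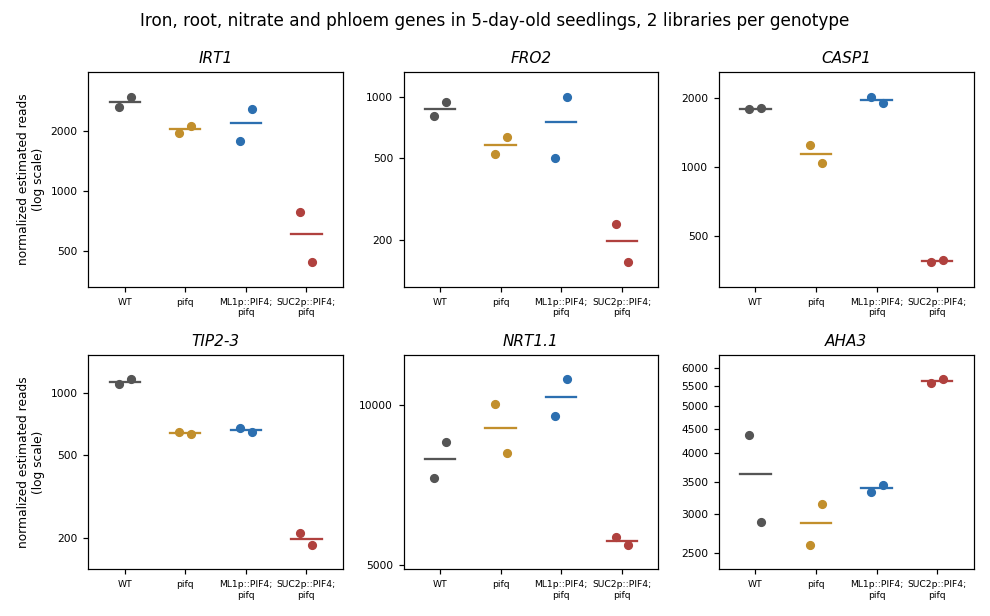
Normalized estimated reads, on a log axis, of the iron genes *IRT1* and *FRO2*, the nitrate transporter gene *NRT1.1*, the root genes *CASP1* and *TIP2-3* and the phloem gene *AHA3* in the 4 genotypes; points are the 2 libraries of each genotype and the short line is their mean. Both *SUC2:PIF4* libraries lie below both *pifq* libraries for the first 5 genes and above them for *AHA3*.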

Interestingly, “iron ion transporter” and “response to nitrate” GO terms were highly enriched in the vascular PIF4-repressed genes (Fig. 2g). Thus, it is possible that the vascular PIF4 may mediate these iron and nitrogen responses. It was previously shown that PIF4 negatively regulates defense responses^28^. In GO analyses, the GO term of defense responses was enriched in both epidermal PIF4-repressed and vascular PIF4-repressed genes (Fig. 2g). Thus, it appears that both epidermal and vascular PIF4 participate in the regulation of defense responses. 

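*ACD6* (AT4G14400), a membrane protein gene of salicylic acid signaling, was lower than in *pifq* in *ML1p::PIF4;pifq* (log2 fold change -1.95, SE 0.17, adjusted p = 0.000637) and in *SUC2p::PIF4;pifq* (log2 fold change -0.72, SE 0.17, adjusted p = 0.0362, not called at -0.62 without *pifq*-A, -0.82 without *pifq*-B, -0.61 without SUC2-A and -0.83 without SUC2-B). In *ML1:PIF4* the jasmonate-induced gene *VSP2* (AT5G24770) was lower as well (log2 fold change -1.78, SE 0.23, adjusted p = 0.00515, not called at -1.55 without *pifq*-A and -1.65 without ML1-1). The pathogenesis-related gene *PR1* (AT2G14610) was lower in *SUC2:PIF4* (log2 fold change -2.78, SE 0.34, adjusted p = 0.00318, not called at -2.64 without *pifq*-A). Of 28 genes of salicylic acid defense, 3 were lower and none higher in *ML1:PIF4* (camera, adjusted p = 0.00426; estimated correlation, adjusted p = 0.350). For *SUC2:PIF4* these numbers were 3 lower and 2 higher (camera, adjusted p = 0.768). Of 11 genes of jasmonate, ethylene and camalexin defense, 2 were lower in *ML1:PIF4*, with a median of -0.65 (camera, adjusted p = 0.00338; estimated correlation, adjusted p = 0.269). In *SUC2:PIF4* 3 were, with a median of -0.59 (camera, adjusted p = 0.0350; estimated correlation, adjusted p = 0.832), with none higher. The adjusted p of salicylic acid defense was 0.0555 without *pifq*-B in *ML1:PIF4*. That of the other branches was 0.188 without SUC2-A in *SUC2:PIF4*. The number of salicylic acid defense genes lower in *ML1:PIF4* was 1 without *pifq*-A, *pifq*-B, ML1-1 or ML1-2. For the other branches in *ML1:PIF4* it was 0 without *pifq*-A or ML1-1 and 1 without *pifq*-B or ML1-2. For salicylic acid defense in *SUC2:PIF4* it was 0 without *pifq*-A and 1 without *pifq*-B, SUC2-A or SUC2-B. For the other branches in *SUC2:PIF4* it was 0 without *pifq*-A. The salicylic acid defense genes higher in *SUC2:PIF4* were 0 without *pifq*-A, SUC2-A or SUC2-B.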

To confirm that epidermal PIF4 modulates auxin responses, we compared epidermal or vascular PIF4-regulated genes with the auxin-regulated genes in hypocotyls^50^. Of 266 epidermal PIF4-activated genes, 75 (6.1 expected randomly) were auxin-activated genes (Fig. 2h, Supplementary Data 2). In contrast, only 14 of 492 vascular PIF4-activated genes (11.2 expected randomly) were auxin-activated genes (Fig. 2h). In addition, auxin-repressed genes were enriched in epidermal PIF4-repressed genes (38 of 309, 4.3 expected randomly) (Fig. 2h, Supplementary Data 2). These results provide further support that epidermal PIF4 activates auxin responses.

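*ST2A* (AT5G07010), a sulfotransferase gene acting on a jasmonate, was at 1611 ± 246 in *ML1p::PIF4;pifq* and 131 ± 0.675 in *pifq* (SD, n = 2 libraries), and was called higher (limma, adjusted p = 6.46e-05). *XTH19* (AT4G30290), a cell wall gene that auxin also activates in hypocotyls, had a log2 fold change of 1.58 (SE 0.14, adjusted p = 0.000626). Of the genes higher in *ML1:PIF4* than in *pifq*, 67 of 239 were among the 715 auxin-activated genes tested, against 7.07 expected (Fisher's exact test, p = 3.35e-46), a ratio of 9.48. Of the genes higher in wild type, 60 of 347 were auxin-activated, against 10.3 expected (Fisher's exact test, p = 8.50e-29). Auxin-activated genes were found among those lower in wild type as well, 65 of 969 against 28.7 expected (Fisher's exact test, p = 7.85e-10), a ratio of 2.27. Among the genes lower in *ML1:PIF4* there were 8 of 255 against 7.54 expected (Fisher's exact test, p = 0.851). The number higher was 26 without *pifq*-A, 22 without *pifq*-B, 14 without ML1-1 and 20 without ML1-2 for *ML1:PIF4*. For wild type it was 26 without *pifq*-A and 18 without *pifq*-B. The number lower was 13 without WT-1 or WT-2, 4 without *pifq*-A, *pifq*-B or ML1-2 and 5 without ML1-1 for *ML1:PIF4*. For wild type it was 42 without WT-1, 10 without *pifq*-A and 15 without *pifq*-B.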

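Auxin-activated genes were found among those lower in *SUC2p::PIF4;pifq* than in *pifq*, such as the arabinogalactan protein gene *AGP2* (log2 fold change -1.19, SE 0.10, adjusted p = 0.000755) and the dehydrogenase gene *SDR3* (log2 fold change -1.65, SE 0.17, adjusted p = 0.00171). *AGP2* (AT2G22470) was at 1416 ± 1.24 in *SUC2:PIF4* and 3233 ± 137 in *pifq* (SD, n = 2 libraries). Of the genes higher in *SUC2:PIF4*, 10 of 477 were auxin-activated, against 14.1 expected (Fisher's exact test, p = 0.337), a ratio of 0.709. Of the genes lower 48 of 1299 were auxin-activated, against 38.4 expected (Fisher's exact test, p = 0.109). The number lower was 3 without *pifq*-A, 19 without SUC2-A and 12 without SUC2-B. The number higher was 19 without WT-1 or WT-2, 0 without *pifq*-A, SUC2-A or SUC2-B, 6 without ML1-1 and 5 without ML1-2. It was 18 with only the 4 libraries compared, 22 with no fold required and 0 with treat.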

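*MYB29* (AT5G07690), a regulator of aliphatic glucosinolate synthesis, was at 66.8 ± 10.3 in *ML1p::PIF4;pifq* and 466 ± 28.0 in *pifq* (SD, n = 2 libraries), a log2 fold change of -2.79 (SE 0.27, adjusted p = 0.00100). *FMO GS-OX2* (log2 fold change -3.42, SE 0.32, adjusted p = 0.000906) and *FMO GS-OX3* (log2 fold change -2.88, SE 0.27, adjusted p = 0.000876), which oxygenate glucosinolates, were lower too. So was the jacalin lectin gene AT1G52000 (log2 fold change -1.85, SE 0.14, adjusted p = 0.000329). Of the genes lower in *ML1:PIF4* than in *pifq*, 34 of 255 were among the 429 auxin-repressed genes tested, against 4.52 expected (Fisher's exact test, p = 5.03e-20), a ratio of 7.52. Of the genes lower in *SUC2p::PIF4;pifq*, 59 of 1299 were auxin-repressed, against 23.0 expected (Fisher's exact test, p = 3.27e-11), a ratio of 2.56. Of those lower in wild type 37 of 969 were auxin-repressed, against 17.2 expected (Fisher's exact test, p = 1.52e-05). Auxin-repressed genes were found among those higher in wild type as well, 17 of 347 against 6.16 expected (Fisher's exact test, p = 0.000173), a ratio of 2.76. Among the genes higher in *ML1:PIF4* there were 4 of 239 against 4.24 expected (Fisher's exact test, p = 1.00), and among those higher in *SUC2:PIF4* 8 of 477 against 8.46 expected (Fisher's exact test, p = 1.00). The number higher was 10 without WT-2, 6 without *pifq*-A and 4 without *pifq*-B for wild type. It was 1 without *pifq*-A and 0 without *pifq*-B, ML1-1 or ML1-2 for *ML1:PIF4*, and 0 without *pifq*-A or SUC2-B, 4 without *pifq*-B, ML1-1 or ML1-2 and 2 without SUC2-A for *SUC2:PIF4*. The number lower was 6 without *pifq*-A, 12 without *pifq*-B or ML1-1 and 9 without ML1-2 for *ML1:PIF4*. It was 4 without *pifq*-A, 20 without SUC2-A and 14 without SUC2-B for *SUC2:PIF4*. For wild type it was 3 without *pifq*-A and 16 without *pifq*-B.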

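Over all 715 auxin-activated genes tested, called or not, the median log2 fold change in *ML1p::PIF4;pifq* against *pifq* was 0.20, with 69.1% above 0 (camera, adjusted p = 6.20e-10). For *SUC2p::PIF4;pifq* it was -0.09, with 42.4% above 0 (adjusted p = 0.172). The 429 auxin-repressed genes had a median of -0.12 in *ML1:PIF4* (adjusted p = 0.000309). It was -0.21 in *SUC2:PIF4* (adjusted p = 3.03e-05). Between the lines their median was 0.12 (adjusted p = 0.237). The auxin lists came from hypocotyls of another study, not from these libraries. With an estimated correlation the auxin-activated genes gave an adjusted p of 0.116 in *ML1:PIF4*. The auxin-repressed genes gave 0.293 in *ML1:PIF4* and 0.502 in *SUC2:PIF4*. The unadjusted p of the auxin-activated genes in *SUC2:PIF4* was 0.0342 without *pifq*-B.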

We also compared epidermal or vascular PIF4-regulated genes with previously identified PIF4 direct target genes^51^. 

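AT4G35720, marked in Supplementary Data 3 as a gene bound by PIF4, was at 2077 ± 197 in *ML1p::PIF4;pifq* and 29.8 ± 3.02 in *pifq* (SD, n = 2 libraries), a log2 fold change of 6.07 (SE 0.27, adjusted p = 2.48e-05). *HIPP25* (AT4G35060), which encodes a protein of the heavy-metal-associated family, and AT1G73120 were among the marked genes lower in *SUC2p::PIF4;pifq*. The first was at -1.49 (SE 0.16, adjusted p = 0.00171) and the second at -1.57 (SE 0.19, adjusted p = 0.00276). Of 75 targets marked among the genes the paper found higher in *ML1:PIF4*, 58 were called higher here (77.3%). Of 9 marked as lower 6 were called lower. For *SUC2:PIF4* 18 of 23 marked targets were higher and 59 of 72 lower. In wild type 45 of 59 were higher and 63 of 70 lower. Compared directly, 68 of the 75 targets marked as higher in *ML1:PIF4* were higher there than in *SUC2:PIF4*. The paper marked targets only among genes it had called on these libraries, so these counts are not independent evidence. Their enrichment was not tested. The targets called were 24 without *pifq*-A, 28 without *pifq*-B and 23 without ML1-1 or ML1-2 for those higher in *ML1:PIF4*, and 0 without *pifq*-A, 2 without *pifq*-B and 1 without ML1-1 or ML1-2 for those lower. The targets higher and lower in *SUC2:PIF4* were 1 and 3 without *pifq*-A, 2 and 17 without SUC2-A and 1 and 10 without SUC2-B. For wild type they were 42 and 39 without WT-1, 29 and 59 without WT-2, 17 and 5 without *pifq*-A and 15 and 8 without *pifq*-B.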

A large portion (75 of 266) of epidermal PIF4-activated genes (11.2 expected randomly), but not epidermal PIF4-repressed and vascular PIF4-activated/repressed genes, were PIF4 direct target genes (Fig. 2i, Supplementary Data 3). Of 75 epidermal PIF4-regulated PIF4 direct target genes, 35 were auxin-activated genes (Supplementary Data 3), suggesting that epidermal PIF4 directly regulates auxin responses.

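*IAA29* and *IAA19* were marked as targets and stood in the auxin-activated list. They were higher in *ML1p::PIF4;pifq* than in *SUC2p::PIF4;pifq*, *IAA29* by a log2 fold change of 3.98 (SE 0.25, adjusted p = 4.69e-05) and *IAA19* of 2.07 (SE 0.18, adjusted p = 0.000279). Of the 75 targets marked as higher in *ML1:PIF4*, 35 were in the auxin-activated list and none in the auxin-repressed list. Here 28 of the 35 were called higher. The median log2 fold change of all 75 was 1.19 in *ML1:PIF4* against *pifq*, 0.50 in wild type and -0.16 in *SUC2:PIF4*, where 2 were higher and 9 lower. Of the 72 targets marked as lower in *SUC2:PIF4*, 11 were in the auxin-activated list, with 8 of them called lower here. Of all 72, 56 were higher in *ML1:PIF4* than in *SUC2:PIF4*. Since the paper marked these targets among genes it had called on the same libraries, these medians and counts follow in part from that choice. The number of auxin-activated targets called higher in *ML1:PIF4* was 10 without *pifq*-A or *pifq*-B, 7 without ML1-1 and 9 without ML1-2.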

### Epidermal PIF4 regulates thermoresponsive hypocotyl growth

Next, we examined whether epidermal or vascular PIF4 activity regulates thermoresponsive hypocotyl growth. The hypocotyl lengths of wild-type plants exposed to 28 °C for 3 days were approximately five times longer than those grown constitutively at 20 °C (Fig. 3a). In contrast, the hypocotyl growth in the *pifq* mutant was almost insensitive to the increase in ambient temperature (Fig. 3a). The hypocotyls of *ML1p::PIF4;pifq* plants grown at 20 °C were longer than those of wild-type plants also grown at 20 °C, and the lengths were further increased by exposure to high temperatures (Fig. 3a). In contrast, the hypocotyl growth of *SUC2p::PIF4;pifq* plants was only marginally increased by high temperature (Fig. 3a), like that of *pifq*. These results show that epidermal PIF4 activity is essential for the hypocotyl growth response to high temperatures.

**Fig. 3:**
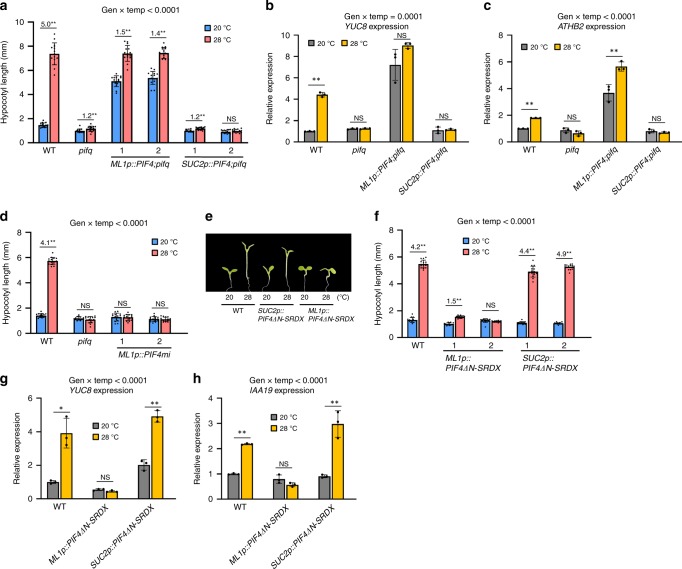
Epidermal PIF4 activity is required for thermoresponsive hypocotyl growth. **a** Hypocotyl lengths of seedlings grown under continuous white light at 20 °C for 7 days or 20 °C for 4 days followed by 28 °C for 3 days. Error bars indicate s.d. (*n* = 15 plants). The *P*-value for the interaction term (genotype x temperature) calculated by two-way ANOVA is shown at the top. Black asterisks above the bars (in a-h) indicate significant differences (**P < 0.01 and *P < 0.05, two-tailed Student’s *t*-test). NS, not significant (*P* ≥ 0.05). Numbers above the bars (in a, d, f) indicate the ratio of hypocotyl lengths of seedlings grown at two different temperatures (28 °C/20 °C). **b**, **c** qRT-PCR analyses of *YUC8* and *ATHB2* expression. Seedlings were grown in 12 h light/12 h dark cycles (12 L:12D) at 20 °C for 4 days and transferred under the continuous white light on 5th day. The growth temperature was increased to 28 °C or kept at 20 °C for 4 h at Zeitgeber Time (ZT) 20-24 before harvesting for total RNA extraction. Gene expression levels were normalized to *APX3* and presented as values relative to that of the wild type (WT) kept at 20 °C. Error bars indicate s.d. (*n* = 3). The *P*-value for the interaction (genotype x temperature) is shown at the top. **d** Hypocotyl lengths of WT, *pifq*, and *ML1p::PIF4mi* seedlings grown under continuous white light at 20 °C for 7 days or 20 °C for 4 days followed by 28 °C for 3 days. Error bars indicate s.d. (*n* = 15 plants). The *P*-value for the interaction (genotype x temperature) is shown at the top. **e**, **f** Hypocotyl lengths of WT, *ML1p::PIF4ΔN-SRDX*, and *SUC2p::PIF4ΔN-SRDX* seedlings grown under continuous white light at 20 °C for 7 days or 20 °C for 4 days followed by 28 °C for 3 days. Representative seedlings are shown in **e** and error bars in **f** indicate s.d. (*n* = 15 plants). The *P*-value for the interaction (genotype x temperature) is shown at the top. **g**, **h** qRT-PCR analyses of *YUC8* and *IAA19*. WT and transgenic seedlings were grown in 12 h light/12 h dark cycles (12 L:12D) at 20 °C for 4 days and transferred under the continuous white light on 5th day. The growth temperature was increased to 28 °C or kept at 20 °C for 4 h at ZT20-24 before harvesting for total RNA extraction. Gene expression levels were normalized to *APX3* and presented as values relative to that of wild type (WT) kept at 20 °C. Error bars indicate s.d. (*n* = 3). The *P*-values for the interaction (genotype x temperature) are shown at the top. Source data are provided as a Source Data file.

PIF4 has previously been shown to directly activate auxin biosynthesis and signaling to induce hypocotyl growth at high temperatures^6–8^. 

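*IAA17* (AT1G04250) and *IAA14* (AT4G14550), genes of Aux/IAA repressors, were higher in *ML1p::PIF4;pifq* than in *SUC2p::PIF4;pifq*. The first was at a log2 fold change of 1.39 (SE 0.15, adjusted p = 0.000660) and the second at 1.02 (SE 0.17, adjusted p = 0.00477). The expansin gene *EXPA8* (AT2G40610) was higher too (log2 fold change 1.60, SE 0.20, adjusted p = 0.00129). *IAA17* was at 4303 ± 378 in *ML1:PIF4* and 1638 ± 124 in *SUC2:PIF4* (SD, n = 2 libraries). Of the genes higher in *ML1:PIF4* than in *SUC2:PIF4*, 178 of 2185 were auxin-activated, against 64.6 expected, a ratio of 2.76 (Fisher's exact test, p = 3.62e-37). Of those lower, 32 of 1193 were, against 35.3 expected (Fisher's exact test, p = 0.661). Auxin-repressed genes numbered 64 of 2185 against 38.8 expected (Fisher's exact test, p = 8.05e-05) among the genes higher and 45 of 1193 against 21.2 expected (Fisher's exact test, p = 2.37e-06) among those lower. Over the whole auxin-activated list the median difference between the lines was 0.29 (camera, adjusted p = 9.80e-07; estimated correlation, adjusted p = 0.327). The fold changes of this contrast rest on the libraries of the 2 lines alone, while all 8 libraries set its variances. The number of auxin-activated genes higher was 100 without ML1-1 and 106 without SUC2-B. The number lower was 15 without ML1-1, 18 without SUC2-A and 11 without SUC2-B. Auxin-repressed genes higher numbered 39 without ML1-1, 40 without ML1-2, 36 without SUC2-A and 37 without SUC2-B, and those lower 26 without ML1-1, 25 without SUC2-A and 20 without SUC2-B.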

Consistent with this fact, RNA-Seq analyses found that epidermal PIF4-regulated genes include many auxin-responsive genes in hypocotyls (Fig. 2h). To further examine whether epidermal PIF4 promotes hypocotyl growth through the auxin pathway, we measured the expression levels of the auxin biosynthetic gene *YUCCA8* (*YUC8*) and auxin-responsive genes (*IAA19* and *ATHB2*) in seedlings that were grown continuously at 20 °C or were shifted to 28 °C for 4 h. These genes are also PIF4 direct target genes^8,51^. Consistent with the previous studies^7,8^, the expression of *YUC8*, *IAA19*, and *ATHB2* was highly induced by exposure to high temperatures in wild-type plants, but not in *pifq* mutant plants (Fig. 3b, c, Supplementary Fig. 4). The expression levels of these same genes in *ML1p::PIF4;pifq* plants grown at 20 °C showed a marked increase, to similar levels observed in the wild-type plants exposed to 28 °C (Fig. 3b, c, Supplementary Fig. 4), indicating that epidermal PIF4 activates auxin responses, even at 20 °C. While *ATHB2* expression in *ML1p::PIF4;pifq* plants was further increased by exposure to high temperature, the expression of *YUC8* and *IAA19* was not significantly affected (Fig. 3b, c, Supplementary Fig. 4). The additional increase in *ATHB2* expression by high temperature may account for the longer hypocotyls of *ML1p::PIF4;pifq* seedlings grown at 28 °C compared to those grown at 20 °C (Fig. 3a). In contrast to *ML1p::PIF4;pifq* plants, *YUC8*, *IAA19*, and *ATHB2* expression was not induced by exposure to high temperature in *SUC2p::PIF4;pifq* plants, similar to the *pifq* mutant (Fig. 3b, c, Supplementary Fig. 4) and consistent with their thermo-insensitive hypocotyl growth phenotype (Fig. 3a). Together, these results show that epidermal, but not the vascular, PIF4 activates auxin responses, thereby triggering thermomorphogenesis.

To further confirm that thermomorphogenesis is dependent on epidermal PIF4 activity, we generated transgenic plants expressing an epidermis-specific *PIF4* artificial microRNA (*ML1p::PIF4mi*) and examined thermoresponsive hypocotyl growth in the transgenic plants. We found that *PIF4* mRNA expression was reduced by approximately half compared to that in wild-type plants (Supplementary Fig. 5), likely due to the *PIF4mi*- induced reduction in epidermal *PIF4* mRNA levels. The hypocotyl growth of two independent *ML1p::PIF4mi* plants were insensitive to the high-temperature exposure (Fig. 3d), similar to the *pifq* mutant, supporting that epidermal PIF4 activity is required for high temperature-induced hypocotyl growth. However, it is possible that the small microRNAs may have moved to neighboring cells from the cells where the microRNAs were initially biosynthesized;^52^ therefore, the thermo-insensitive hypocotyl growth seen in *ML1p::PIF4mi* plants could be attributable to reduced PIF4 levels in neighboring tissues other than the epidermis.

To exclude this possibility, we utilized PIF4, with the N-terminal deleted, fused to the EAR repression domain (PIF4ΔN-SRDX) to inhibit PIF4 activity in a tissue-specific manner^53^. PIF4ΔN fused to the strong transcriptional repressor SRDX is expected to inhibit endogenous PIF4 activity by competitively binding to the promoters of PIF4 target genes and repressing their expression. Deletion of the PIF4 N-terminus, that includes the active phytochrome binding motif (APB), was shown to increase the PIF4 stability under light^20^, enhancing the negative effects of PIF4-SRDX on endogenous PIF4 activity. The PIF4ΔN-SRDX chimera driven by the *UBQ10* promoter (*UBQ10p::PIF4ΔN-SRDX*), which is strongly active in all aerial tissues, greatly suppressed hypocotyl growth at high temperatures (Supplementary Fig. 6a, b), indicating that the PIF4ΔN-SRDX chimera represses endogenous PIF4 activity, as expected. To repress PIF4 activity only in the epidermis and vasculature, we expressed the PIF4ΔN-SRDX protein under the control of the *ML1* and *SUC2* promoters, respectively (*ML1p::PIF4ΔN-SRDX* and *SUC2p::PIF4ΔN-SRDX*). In agreement with the results obtained from the analyses of *ML1p::PIF4mi*, hypocotyl growth in *ML1p::PIF4ΔN-SRDX* transgenic plants was not significantly enhanced by high temperatures (Fig. 3e, f). In contrast, *SUC2* promoter-driven *PIF4ΔN-SRDX* had no significant effect on high temperature-induced hypocotyl growth (Fig. 3e, f). Consistent with thermo-insensitive hypocotyl growth, the expression of the PIF4 target genes *YUC8* and *IAA19* was not induced by exposure to high temperature in *ML1p::PIF4ΔN-SRDX* transgenic plants, in contrast to that observed in wild-type and *SUC2p::PIF4ΔN-SRDX* plants (Fig. 3g, h). Together, these results demonstrate that epidermal, but not vascular, PIF4 regulates thermoresponsive hypocotyl growth.

### Epidermal auxin regulates thermoresponsive hypocotyl growth

We next tested whether epidermal PIF4-activated auxin responses are essential for high temperature-induced hypocotyl growth. We generated transgenic plants expressing a stabilized mutant form of IAA3/SHY2 (shy2–2) under the control of the *ML1* promoter, in which the epidermal expression of shy2–2 blocks the transcriptional responses to auxin in the epidermis^54^, and analyzed thermoresponsive hypocotyl growth. As shown in Fig. 4a, blocking auxin responses in the epidermis significantly reduced the hypocotyl growth response to an elevation in ambient temperature, indicating that epidermal auxin responses are required for high temperature-induced hypocotyl elongation. Consistent with our observation, a previous study showed that epidermal expression of a stabilized mutant version of IAA17 protein suppressed the hypocotyl growth response to both shade and high temperatures^55^. These results suggest that the environmental regulation of hypocotyl growth may be determined by epidermal auxin responses.

**Fig. 4:**
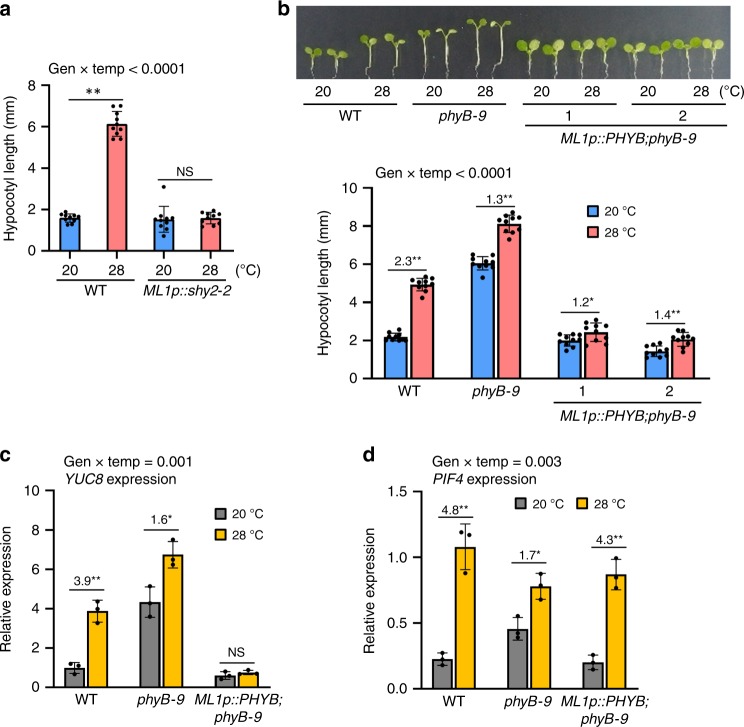
Epidermal auxin and phyB regulate high temperature-induced hypocotyl growth. **a** Hypocotyl lengths of the wild-type (WT) and *ML1p::shy2-2* seedlings grown in the same conditions described in Fig. 3a. Error bars indicate s.d. (*n* = 10 plants). The *P*-value for the interaction term (genotype x temperature) calculated by two-way ANOVA is shown at the top. Black asterisks above the bars (in a-d) indicate significant differences (**P < 0.01 and *P < 0.05, two-tailed Student’s *t*-test). NS, not significant (*P* ≥ 0.05). **b** Hypocotyl lengths of WT, *phyB-9*, and *ML1p::PHYB;phyB-9* seedlings grown in the same conditions described in **a**. Error bars indicate s.d. (*n* = 10 plants). Representative seedlings are shown in the upper panel. The numbers above the bars indicate the ratio of hypocotyl lengths of seedlings grown at two different temperatures (28 °C/20 °C). The *P*-value for the interaction (genotype x temperature) is shown at the top. **c**, **d** qRT-PCR analyses of *YUC8* and *PIF4*. Seedlings were grown in 12 h light/dark cycles (12 L:12D) at 20 °C for 4 days and transferred to the continuous white light on the 5th day. The growth temperature was increased to 28 °C or kept at 20 °C for 4 h at ZT20-24 before harvesting for total RNA extraction. Gene expression levels were normalized to *APX3* and presented as values relative to that of the WT kept at 20 °C. Error bars indicate s.d. (*n* = 3). The *P*-value for the interaction (genotype x temperature) is shown at the top. The numbers above the bars indicate the ratio of gene expression levels at two different temperatures (28 °C/20 °C). Source data are provided as a Source Data file.

### Epidermal phyB inhibits temperature-induced hypocotyl growth

The light-activated phyB represses PIF4 activity through both the proteasome-mediated degradation of PIF4 and the prevention of PIF4 from binding to target genes^20,56^. It was previously shown that epidermal phyB represses hypocotyl growth^40^. Given our results indicating that epidermal PIF4 promotes hypocotyl growth, it is highly likely that epidermal phyB impacts on hypocotyl growth by repressing the epidermal PIF4 activity. If this is the case, the overexpression of epidermal phyB suppresses thermomorphogenesis. To test this hypothesis, we generated transgenic plants expressing *PHYB* under control of the *ML1* promoter in *phyB* mutant background (*phyB-9*). Total *PHYB* levels were higher in *ML1p::PHYB;phyB-9* than those in the wild type (Supplementary Fig. 7), implicating that epidermal phyB is overexpressed in *ML1p::PHYB;phyB-9*. As expected, while the hypocotyl lengths in wild-type seedlings were increased more than two times by high temperature, those in *ML1p::PHYB;phyB-9* transgenic plants were only marginally increased (Fig. 4b). Consistent with the defect in thermoresponsive hypocotyl growth, the expression of PIF4 target gene (*YUC8*) was largely repressed and insensitive to exposure to high temperature in *ML1p::PHYB;phyB-9* transgenic plants (Fig. 4c). In contrast, the expression of *PIF4* was similarly induced by high-temperature exposure in wild type and *ML1p::PHYB;phyB-9* transgenic plants (Fig. 4d). Taken together, these results suggest that the overexpressed epidermal phyB suppresses thermomorphogenesis through the inactivation of epidermal PIF4 post-transcriptionally, probably in a cell-autonomous manner.

### Role of epidermal and vascular PIF4 in skotomorphogenesis

In the dark, PIF4, together with three additional PIFs (PIF1, PIF3, and PIF5), promotes skotomorphogenesis including hypocotyl growth, a closed cotyledon, and hypocotyl negative gravitropism^47,57^. To examine whether epidermal and vascular PIF4 are also involved in these developmental processes, we examined hypocotyl length, cotyledon opening, and hypocotyl negative gravitropism in *ML1p::PIF4;pifq* and *SUC2p::PIF4;pifq* transgenic plants in the dark. Surprisingly, and in contrast to the light conditions, the hypocotyl lengths of both *ML1p::PIF4;pifq* and *SUC2p::PIF4;pifq* plants were shorter than those of wild-type plants, similar to the *pifq* mutant (Fig. 5a). This indicates that epidermal or vascular expression of *PIF4* is not sufficient to promote hypocotyl growth in etiolated seedlings. This also indicates that the mechanisms underlying PIF-mediated hypocotyl elongation are different under light and dark conditions. While both wild type and *ML1p::PIF4;pifq* plants had closed cotyledons, *SUC2p::PIF4;pifq* and *pifq* plants had opened cotyledons (Fig. 5b), showing that epidermal PIF4 is involved in inhibiting the cotyledon opening of etiolated seedlings. Similarly to hypocotyl elongation, both epidermal and vascular PIF4 failed to rescue the hypocotyl negative gravitropism of *pifq* mutants (Fig. 5c), consistent with previous studies showing that endodermal PIFs mediate negative hypocotyl gravitropism^37,57^.

**Fig. 5:**
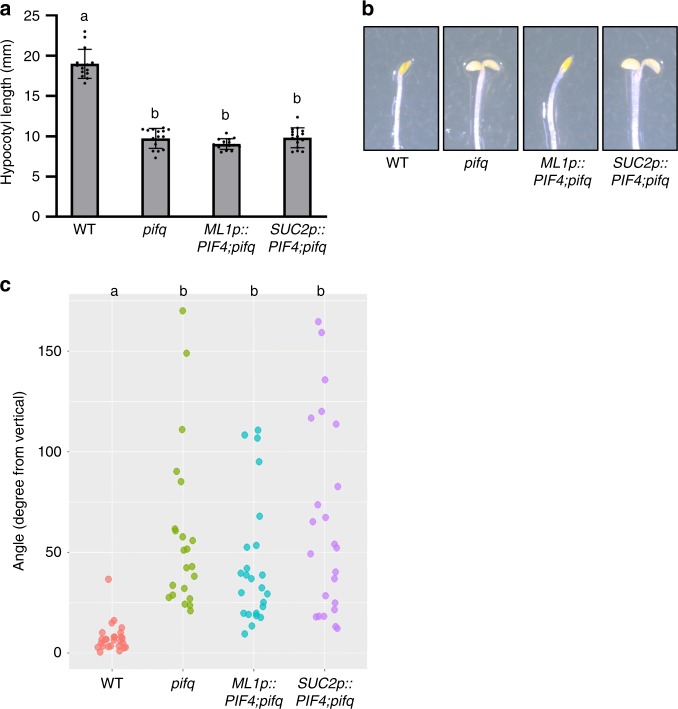
Neither epidermal nor vascular PIF4 regulates hypocotyl elongation and hypocotyl negative gravitropism in the dark. **a** Hypocotyl lengths of WT, *pifq*, *ML1p::PIF4;pifq*, and *SUC2p::PIF4;pifq* seedlings grown in the dark for 5 days. Error bars indicate s.d. (*n* = 15 plants). Letters above the bars indicate significant differences based on one-way ANOVA and Tukey’s test (*P* < 0.05). **b** Epidermal PIF4, but not vascular PIF4, represses cotyledon opening in the dark. Representative seedlings grown in the dark for 5 days are shown. **c** Scatter plot of the measurement of hypocotyl negative gravitropism in the WT, *pifq*, *ML1p::PIF4;pifq*, and *SUC2p::PIF4;pifq* seedlings. Seedlings were grown in the dark on vertically oriented agar surfaces and angles between the growing direction of hypocotyls and the opposing direction of gravity were measured. Letters indicate significant differences based on one-way ANOVA and Tukey’s test (*P* < 0.05). Source data are provided as a Source Data file.

### Vascular PIF4 plays a dominant role in flowering

PIF4 is also involved in the thermosensory flowering pathway by directly activating the expression of *FLOWERING LOCUS T* (*FT*) at high temperatures. It has previously been reported that PIF4 in the vasculature is capable of promoting flowering^38,39^. To ascertain whether epidermal PIF4 is also able to induce flowering, we measured the flowering time in *ML1p::PIF4;pifq* and *SUC2p::PIF4;pifq* plants under a non-inductive photoperiod (8-h light: 16-h dark) and high temperature (27 °C) condition, where PIF4 is known to promote flowering^27^. Consistent with the previous reports^38,39^, *SUC2* promoter-driven *PIF4* expression resulted in very early flowering, whereas epidermal *PIF4* expression only slightly accelerated flowering compared to that in wild-type plants (Supplementary Fig. 8a), indicating that vascular PIF4 plays a dominant role in the promotion of flowering. To further verify this result, we determined the flowering time in *ML1p::PIF4ΔN-SRDX* and *SUC2p::PIF4ΔN-SRDX* transgenic plants under an inductive photoperiod (16 h-light: 8 h-dark). As shown in Supplementary Fig. 8b, while inactivation of PIF4 specifically in the vascular tissues (*SUC2p::PIF4ΔN-SRDX*) greatly delayed flowering, inactivation of PIF4 in the epidermis (*ML1p::PIF4ΔN-SRDX*) did not significantly affect flowering time. Consistent with the late-flowering phenotypes, *FT* expression levels showed a dramatic reduction in *SUC2p::PIF4ΔN-SRDX* plants (Supplementary Fig. 8c). Although the flowering time was not significantly affected by the epidermal inactivation of PIF4 under long days, the *FT* expression levels in *ML1p::PIF4ΔN-SRDX* plants were approximately half that seen in wild-type plants (Supplementary Fig. 8c). This indicates that epidermal PIF4 may also affect flowering time under certain conditions, although to a much lesser extent than that by vascular PIF4. Taken together, these results show that vascular PIF4 has a greater effect on the regulation of flowering than that by epidermal PIF4.

### Epidermal PIF4 DNA-binding is enhanced by high temperatures

The stability of the PIF4 protein is known to be regulated by light. Upon irradiation, light-activated phytochromes interact directly with PIF4, and the interaction induces PIF4 phosphorylation^20^. The phosphorylated form of PIF4 is then ubiquitinated and degraded via the 26 S proteasome pathway^20^. To examine whether the stability of PIF4 in the epidermis is degraded by light-activated phytochrome signals, we determined PIF4 protein levels in *ML1p::PIF4;pifq* transgenic plants grown in the dark for 5 days or irradiated by red light for 2 h after the 5-day incubation in the dark. Figure 6a shows that the levels of PIF4-YFP were significantly reduced after 2 h of red-light irradiation, indicating that light induces the degradation of PIF4 in the epidermis. Consistent with this result, the levels of PIF4-YFP were increased when the light-grown *ML1p::PIF4;pifq* plants were transferred to darkness (Supplementary Fig. 9). It was recently reported that epidermal phyB is sufficient for many light-mediated responses, including photomorphogenesis^40^. Thus, it is highly likely that epidermal phyB mediates light-induced PIF4 degradation in a cell-autonomous manner.

**Fig. 6:**
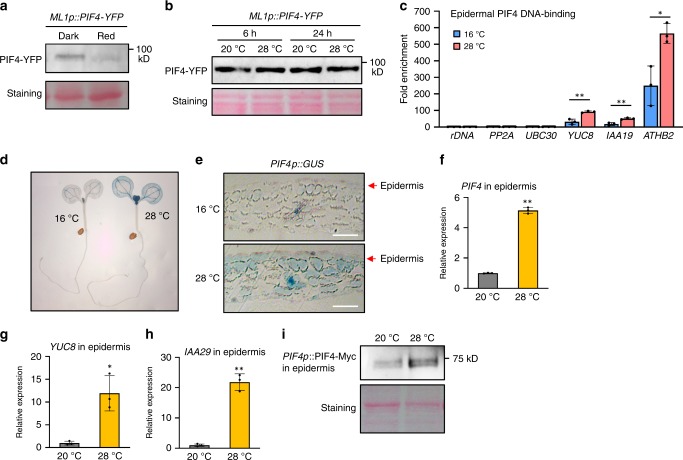
Both epidermal PIF4 DNA-binding and epidermal *PIF4* mRNA expression is increased at high temperatures. **a** Red light induces the degradation of epidermal PIF4 protein. *ML1p::PIF4-YFP;pifq* seedlings were grown in the dark and transferred under red light for 2 h before harvesting. Immunoblotting was probed using an anti-GFP antibody. Ponceau S staining is shown for equal loading. **b** High temperature effects on the stability of epidermal PIF4 protein. *ML1p::PIF4-YFP;pifq* seedlings were grown under white light constitutively at 20 °C or grown at 20 °C and shifted to 28 °C for 6 or 24 h. Immunoblotting was probed using an anti-GFP antibody. Ponceau S staining is shown for equal loading. **c** ChIP assays showing epidermal PIF4 DNA-binding is increased by high temperatures. WT and *ML1p::PIF4;pifq* seedlings kept at 16 °C or shifted to 28 °C for 24 h were used for ChIP assays. Enrichment of DNA was calculated as the ratio between *ML1p::PIF4;pifq* and WT control, normalized to that of the *rDNA* gene as an internal reference. Error bars indicate s.d. (*n* = 3). ** *P* < 0.01 and * *P* < 0.05 (two-tailed Student’s *t*-test). **d**, **e** The effects of high temperatures on the expression of PIF4p::GUS. *PIF4p::GUS* seedlings were grown under white light constitutively at 16 °C or grown at 16 °C and shifted to 28 °C for 24 h. Cross-sections of cotyledons of seedlings are shown in **e**. Scale bars = 50 μm. **f**–**h** The expression of *PIF4* and its target genes is increased by high temperatures in the epidermis. Wild-type seedlings were grown 20 °C or were shifted to 28 °C for 24 h. Total RNA was extracted from the isolated epidermal tissues. Gene expression levels were normalized to *APX3* and presented as values relative to that of wild type at 20 °C. Error bars indicate s.d. (*n* = 3). *P < 0.05 and **P < 0.01 (two-tailed Student’s *t*-test). **i** The level of PIF4-Myc under the control of *PIF4* promoter is increased by high temperatures in the epidermis. Epidermal tissues were isolated from *PIF4p::PIF4-Myc;pifq* seedlings grown at 20 °C or exposed to 28 °C for 24 h. PIF4-Myc protein in the isolated epidermis was determined by immunoblotting using an anti-Myc antibody. Ponceau S staining is shown for equal loading. The experiments (**a**, **b**, and **i**) were repeated at least two times with similar results. Source data are provided as a Source Data file.

Our genetic analyses showed that epidermal PIF4 controls thermoresponsive hypocotyl growth, suggesting that the epidermal PIF4 level or activity increases in response to a rise in ambient temperature to promote thermomorphogenesis. To test whether this is indeed the case, we first determined whether the level of epidermal PIF4 driven by the *ML1* promoter (ML1p::PIF4) is affected by ambient temperature changes. The PIF4-YFP protein levels in *ML1p::PIF4-YFP;pifq* plants were not significantly altered either by 6 h or 24 h of high-temperature exposure under light (Fig. 6b). Similarly, the dark stabilization of epidermal PIF4 was not accelerated at high temperatures (Supplementary Fig. 9). These results suggest that epidermal PIF4 protein stability may not be affected by high temperatures.

Next, we determined whether the DNA-binding of epidermal PIF4 is altered by changes in ambient temperatures. A temperature shift from 16 °C to 28 °C was used because the difference in *YUC8* expression was significant between these two temperature conditions (Supplementary Fig. 10). Chromatin immunoprecipitation (ChIP) assays confirmed that epidermal PIF4 directly binds to the promoters of *YUC8*, *IAA19*, and *ATHB2* (Fig. 6c), which is consistent with the activation of these genes by epidermal PIF4 (Fig. 3b, c). The binding of epidermal PIF4 to the promoters of these genes was significantly increased by a temperature shift from 16 °C to 28 °C (Fig. 6c). Given that the levels of epidermal PIF4 were not significantly different between the two conditions (Supplementary Fig. 11), the ChIP results indicate that the DNA-binding ability of epidermal PIF4 is enhanced by high temperatures.

### Epidermal *PIF4* expression is induced by high temperatures

Since *PIF4* mRNA is transcriptionally induced at high temperatures^3,5^, it is probable that epidermal *PIF4* expression is also increased by high temperatures. To test this hypothesis, we first compared the tissue-specific GUS signals in *PIF4p::GUS* plants grown either at 16 °C for 5 days or grown at 16 °C and transferred to 28 °C for 24 h. Consistent with previous studies, the GUS signal in *PIF4p::GUS* plants showed a significant overall increase after a 24-h exposure to high temperatures (Fig. 6d). A cotyledon cross-section showed that *PIF4p::GUS* expression was limited mainly to the vasculature and was weak in the epidermis and mesophyll of the plants grown at 16 °C, but *PIF4p::GUS* expression showed an increase both in the epidermis and mesophyll with high-temperature exposure (Fig. 6e). To further confirm that epidermal *PIF4* expression is increased at high temperatures, we isolated the epidermal tissues from the cotyledons of seedlings grown either at 20 °C or transferred to 28 °C for 24 h. The *PIF4* mRNA levels in the epidermal tissues showed an approximate five-fold increase with high-temperature exposure (Fig. 6f). In addition, the PIF4 target genes *YUC8* and *IAA29* were also activated by high temperatures in the epidermis (Fig. 6g, h). We also determined the level of epidermal PIF4 protein regulated by its own promoter (*PIF4p::PIF4-Myc*) in the isolated epidermis. In accordance with the induction of epidermal *PIF4* mRNA, the level of the epidermal PIF4 protein regulated by the *PIF4* promoter was also increased in response to high-temperature exposure (Fig. 6i). These results indicate that epidermal PIF4 protein levels are increased at high temperatures through the transcriptional activation of *PIF4* expression.

## Discussion

Plant organs are composed of different tissues that are functionally specialized. Therefore, to understand how plants respond to the environmental changes, it is essential to identify the specific functions of each tissue in each environmental response. PIF4 acts as a central signaling hub that integrates multiple environmental signals for growth regulation, and it is expressed in all aerial tissues^15^. Although vascular PIF4 has previously been shown to regulate flowering^38,39^, the function of epidermal and mesophyll PIF4 has not yet been determined. In this study, we show that epidermal, but not vascular, PIF4, mediates thermoresponsive hypocotyl growth by characterizing transgenic plants expressing epidermal-specific PIF4 or a dominant negative form of PIF4 (PIF4-SRDX). We also show that high temperatures transcriptionally activate epidermal *PIF4* and enhance epidermal PIF4 DNA-binding ability, which results in the activation of auxin-related genes in the epidermis. Taken together, our findings demonstrate that epidermal PIF4 levels and activity are increased at high temperatures, which then activates epidermal auxin responses in a cell-autonomous manner, thereby facilitating thermomorphogenesis in *Arabidopsis*.

Several studies have demonstrated that the epidermis drives and restricts shoot growth and morphology in plants. Growth promoting hormones such as BR and auxin have been shown to act in the epidermis to determine hypocotyl growth^55,58^. Epidermal phyB was recently shown to be necessary for the light regulation of hypocotyl growth^40^. BR, auxin, and light regulate hypocotyl growth through the modulation of PIF4 activity^15^. Therefore, our finding that epidermal PIF4 mediates thermoresponsive hypocotyl growth is in accordance with the epidermal growth control model. Gibberellic acids (GA) also regulate hypocotyl growth, but the tissue-specific actions of GA on the regulation of hypocotyl growth have not been defined. Since the interaction between DELLAs and PIF4 mediates the GA regulation of hypocotyl growth^34^, it is plausible that GA also acts in the epidermis to control hypocotyl growth.

It was previously shown that PIF4 promotes hypocotyl growth partly through the auxin pathway^6,7^. 

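In seedlings at 20 °C, *YUC8* was at 321 ± 43.9 in *ML1p::PIF4;pifq* and 46.7 ± 4.67 in *SUC2p::PIF4;pifq* (SD, n = 2 libraries), a log2 fold change between the lines of 2.75 (SE 0.21, adjusted p = 0.000130). Of 13 auxin biosynthesis genes *YUC8* alone was called against *pifq* in *ML1:PIF4*, and none in *SUC2:PIF4*, with medians of 0.00 (camera, adjusted p = 0.330) and -0.17 (camera, adjusted p = 0.850). The number higher in *SUC2:PIF4* was 1 without *pifq*-B. Compared directly, 2 were higher and 1 lower in *ML1:PIF4* than in *SUC2:PIF4* (camera, adjusted p = 0.409; 2 lower when adjusted over the list alone). Of 12 auxin transport genes none was called in *ML1:PIF4* (camera, adjusted p = 0.635; 1 higher when adjusted over the list alone), though the number higher was 1 without *pifq*-A, and 2 were lower in *SUC2:PIF4* (camera, adjusted p = 0.127; 0.0414 without *pifq*-B). Compared directly, 2 were higher and none lower in *ML1:PIF4* than in *SUC2:PIF4* (camera, adjusted p = 0.0468; estimated correlation, adjusted p = 0.481). The influx carrier gene *AUX1* (AT2G38120) was among them (log2 fold change 0.97, SE 0.14, adjusted p = 0.00264). The adjusted p of the transport list between the lines was 0.122 without ML1-2, 0.0915 without SUC2-A and 0.0509 without SUC2-B. Its members lower in *SUC2:PIF4* were 0 without *pifq*-A, SUC2-A or SUC2-B. Those higher between the lines were 1 without ML1-2, SUC2-A or SUC2-B. The biosynthesis genes higher between the lines were 1 without ML1-1, SUC2-A or SUC2-B, and those lower 0 without ML1-1, ML1-2, SUC2-A or SUC2-B.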

In agreement with this, our transcriptome analyses show that auxin-responsive genes are highly enriched in epidermal PIF4-activated genes (Fig. 2). qRT-PCR analyses with *ML1p::PIF4;pifq* and *ML1p::PIF4ΔN-SRDX* confirm that epidermal PIF4 activity is essential for the high-temperature activation of auxin biosynthetic and responsive genes (Fig. 3). In addition, the block of the epidermal auxin responses suppressed high temperature-induced hypocotyl growth^55^ (Fig. 4a). Thus, high temperature appears to activate epidermal auxin biosynthesis and response to trigger thermomorphogenesis including hypocotyl elongation. The high-temperature activation of hypocotyl growth and gene expression was impaired by the overexpression of epidermal phyB (Fig. 4b, c), which could inhibit this process at least in part by directly inhibiting the action of epidermal PIF4. Taken together, these results demonstrate that the epidermal phyB-PIF4-auxin signaling module determines thermomorphogenic growth.

The epidermal auxin response was recently shown to be necessary for the hypocotyl growth response to shade as well as high temperatures^55^. In the epidermis, the auxin response was suggested to promote hypocotyl growth partly by activating the brassinosteroid signaling pathway^55^. However, how shade activates the epidermal auxin and BR pathways remains poorly understood. Shade-induced hypocotyl growth is also mediated by many PIF factors including PIF4, PIF5, and PIF7^20,59^. These PIFs promote hypocotyl growth through auxin and BR pathways. Epidermal phyB was previously shown to be required for the hypocotyl response to shade^40^. Therefore, it is likely that shade enhances epidermal PIF activities through the inactivation of epidermal phyB, thereby activating epidermal auxin and BR signaling. Given that phyB directly interacts with PIFs and the interaction is required for the inhibition of PIFs^20^, epidermal phyB may regulate the activities of epidermal PIF factors probably in a cell-autonomous manner. Our results show that epidermal phyB inhibits thermoresponsive hypocotyl (Fig. 4b). Given that the activity of phyB is regulated by ambient temperatures as well as light, both light and temperature signals are likely to be integrated through epidermal phyB to coordinate plant growth with changes in the environment.

We observed that the epidermal PIF4 protein level was increased by high temperatures when it is regulated by its own promoter, but not by the epidermis-specific *ML1* promoter (Fig. 6). These results suggest that the transcriptional regulation of *PIF4* is a major mechanism underlying high-temperature induction of the epidermal PIF4 protein. In support of this notion, both the *PIF4* promoter-driven GUS signals and the expression of endogenous *PIF4* mRNA showed increases in the epidermis in response to high temperatures. Although the *ML1* promoter-driven PIF4 protein level was not significantly increased, the DNA-binding ability of epidermal PIF4 in *ML1p::PIF4;pifq* plants was significantly increased by high temperature (Fig. 6c), suggesting that high temperatures induce thermomorphogenesis by enhancing epidermal PIF4 DNA-binding as well as epidermal *PIF4* mRNA expression. Consistent with the enhanced epidermal PIF4 binding to its target promoters, the expression of *ATHB2* and *YUC8* was increased by high temperatures in *ML1p::PIF4;pifq* (Fig. 3c, Supplementary Fig. 10). The high-temperature inactivation of phyB may be partly responsible for the enhanced epidermal PIF4 DNA-binding because phyB-PIF4 interaction was previously shown to prevent PIF4 from binding to DNA^56^.

Transcriptional regulation of *PIF4* is mediated by the circadian clock. The Evening Complex (EC), consisting of ELF3, ELF4, and LUX, has been reported to mediate the high-temperature activation of *PIF4* expression^12,13^. EC binds directly to the *PIF4* promoter and inhibits its expression, but high temperatures reverse this inhibition by preventing EC from binding to the *PIF4* promoter through unknown mechanisms^11,13,60^. In addition to EC, TOC1 and PRR5 also directly repress *PIF4* expression in the evening^3,61^. Whether these factors also mediate the high-temperature activation of *PIF4* expression remains to be determined. Our results show that epidermal *PIF4* mRNA expression is induced by high temperatures (Fig. 6). It is likely that epidermal ELF3 is directly involved in this process in a cell-autonomous manner. Given that CCA1 directly represses *ELF3* expression^62^, the increased *PIF4* expression by epidermal CCA1 overexpression (*CER6p::CCA1*) (Fig. 2d) suggests that epidermal ELF3 could regulate *PIF4* mRNA expression. In support of our hypothesis, epidermal ELF3 driven by the *ML1* promoter significantly repressed hypocotyl growth and partially restored the thermosensitivity of *PIF4* mRNA expression in the *elf3* mutant (Supplementary Fig. 12). Further experiments are required to identify the molecular mechanisms by which epidermal ELF3 activity is regulated by ambient temperatures.

A recent study revealed that PIF7, in addition to PIF4, is required for high temperature-induced hypocotyl growth and gene expression^63^. The PIF7 protein increases in response to elevated ambient temperatures and directly regulates auxin biosynthetic and signaling genes^63^. Interestingly, PIF7 interacts with PIF4 (ref. 63). The combination of this interaction and the phenotypes of the *pif4* and the *pif7* single mutants suggests that the PIF4/PIF7 heterodimer may regulate thermomorphogenesis. Epidermal PIF4 is required for thermomorphogenesis (Fig. 3), so there is a high likelihood that PIF7 also acts in the epidermis to control the high-temperature responses through hetero-dimerization with epidermal PIF4.

In conclusion, this study demonstrates the crucial role of epidermal PIF4 in the regulation of thermomorphogenic responses. Collectively, our results suggest that an increase in ambient temperature is perceived in the epidermis probably through phyB and EC, which facilitates the activation of epidermal PIF4. The epidermal PIF4 then induces thermomorphogenesis through the epidermal auxin pathway. A recent study showed that sensing of high temperatures generates a mobile auxin signal in cotyledons, which is required for the promotion of hypocotyl elongation^64^. Our study suggests that the mobile auxin signal is activated by epidermal PIF4 in cotyledons. Future investigations are required to identify the mechanisms underlying the high-temperature regulation of epidermal PIF4 protein level and activity.

## Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* plants were grown in a greenhouse with a 16 h/8 h light/dark cycle at 22 °C for general growth and seed harvesting. All the *Arabidopsis thaliana* plants used in this study were in a Col-0 ecotype background. To generate transgenic plants with tissue-specific *PIF4* expression, the *ML1* (epidermal) and *SUC2* (vascular) promoters were amplified using the primer pairs indicated in Supplementary Table 1 and fused to the coding sequence of *PIF4*. *ML1p::PIF4* and *SUC2p::PIF4* were cloned into a modified pEarleyGate vector (promoterless version of pEarleyGate 101), and transformed into quadruple *pifq* mutants. To generate the tissue-specific *PIF4ΔN-SRDX* transgenic plants, the *ML1* and *SUC2* promoters were fused to a fragment of *PIF4* lacking its N terminus (amino acid 1–96) and fused to SRDX. *ML1p::PIF4ΔN-SRDX* and *SUC2p::PIF4ΔN-SRDX* were cloned into the modified pEarleyGate vector and transformed into Col-0. To generate *ML1p::PIF4mi* transgenic plants, we used Web MicroRNA Designer 3^52^ to design an artificial microRNA sequence (5’-TAAATCGAGGTAACTGTGCCG-3’) targeting *PIF4* and transformed the *ML1* promoter-driven artificial microRNA into Col-0. *CER6p::CCA1*, *SUC2p::CCA1*, and *CAB3p::CCA1* mutant seeds were kindly provided by Motomu Endo^46^, as were *PIF4p::GUS* seeds^65^.

### Hypocotyl length measurement

Seeds sterilized with 70% (v/v) ethanol and 0.01% (v/v) Triton X-100 were plated on MS medium (PhytoTechnology Laboratories) supplemented with 0.7% phytoagar. After three days of incubation at 4 °C, seedlings were irradiated with white light for 6 h to promote germination and then incubated in specific light (light intensity: 40 µmol m^−2^ s^−1^) and temperature conditions. Seedlings were photocopied and hypocotyl lengths were measured using ImageJ software (http://rsb.info.nih.gov/ij).

### Measurement of hypocotyl negative gravitropism

To measure hypocotyl negative gravitropism, seeds imbibed for 3 days at 4 °C were grown vertically in the dark for 5 days. Hypocotyl negative gravitropism was measured by calculating the angle of hypocotyl deviation from the vertical axis.

### GUS staining

For histochemical staining of *PIF4p*::GUS, *PIF4p::GUS* transgenic plants were grown constitutively at 16 °C or at 16 °C and then transferred to 28 °C for 24 h, then immediately treated with 90% acetone and incubated for 30 min at 20 °C. The seedlings were then vacuum-infiltrated in GUS-staining buffer (0.5 mM NaPO4, 10 mM EDTA, 0.5 mM potassium ferrocyanide, 0.5 mM potassium ferricyanide, 1 mM X-Gluc, and 0.1% Triton X-100) and incubated at 37 °C in the dark for 2 to 4 h. The stained tissues were washed and dehydrated using an ethanol series. For cross-sections of cotyledons, GUS-stained seedlings were fixed and then dehydrated using an ethanol series. The cotyledons from the fixed seedlings were embedded in Spurr’s resin (Ted Pella) and sectioned using a microtome (MT990).

### Confocal imaging

Confocal microscopy was performed using Zeiss LSM 710 confocal microscope with 40× water-immersion objective lens. For imaging, seedlings were grown under continuous white light (11w/m^2^, 23 °C) for 4 days on 1/2 Murashige-Skoog medium. After staining the cell walls and nuclei with propidium iodide (PI, diluted to a final concentration of 30 µM with distilled water) for 10 min, seedlings were mounted on a slide glass with distilled water. The emission range of GFP fluorescence was 500 to 540 nm whereas the PI emission range was restricted to 630 to 660 nm in order to minimize the signal overlap between two fluorescence dyes.

### Isolation of epidermal cells

Epidermal cells were isolated from the seedlings grown in the specific growth conditions as described^66^. Briefly, *Arabidopsis* cotyledons were cut with microscissors and dropped in the 1.5-ml tubes containing 1 ml of enzyme solution (0.75% (wt/vol) cellulase ‘onozuka’ R-10, 0.25% (wt/vol) macerozyme R-10, 0.4 M mannitol, 8 mM CaCl2 and 5 mM MES-KOH). The tubes were sonicated gently until the cotyledons become transparent and dissolved. The dissolved cotyledons were spread on a petri dish. The epidermis was carefully separated from the vasculature and collected using two syringes with needles under a stereomicroscope. Isolated epidermal tissues were frozen in liquid nitrogen and used for total RNA or protein extraction. The isolation processes were carried out at the same temperature as the growth temperature of the sample plants.

### qRT-PCR gene expression analysis

Total RNA was extracted from seedlings using the TaKaRa MiniBEST Plant RNA Extraction Kit (Takara) according to the manufacturer’s instructions. M-MLV reverse transcriptase (Thermo Fisher Scientific) was used for cDNA synthesis. Quantitative real-time PCR (qRT-PCR) was performed using CFX96 (Bio-Rad) and the EvaGreen master mix (SolGent). Gene expression levels were normalized to that of *PP2A* and are shown relative to the wild-type expression levels. Gene-specific primers are listed in Supplementary Table 1.

### Chromatin immunoprecipitation (ChIP) assays

Wild type and *ML1p::PIF4;pifq* seedlings kept at 16 °C or shifted to 28 °C for 24 h were cross-linked in 1% formaldehyde solution for 20 min under vacuum. After cross-linking, seedlings were ground in liquid nitrogen. The cross-linked chromatin complex was resuspended by nuclear lysis buffer (50 mM HEPES at pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% Na deoxycholate and 0.1% SDS) and sheared by sonication to reduce the average DNA fragment size to around 0.3 to 0.5 kb. The fragmented chromatin complex was then immunoprecipitated by anti-GFP antibody (GFP-Tag (A-11122) rabbit polyclonal antibody; Thermo Fisher Scientific). The beads were washed with a low-salt buffer (50 mM Tris-HCl at pH 8.0, 2 mM EDTA, 150 mM NaCl and 0.5% Triton X-100), high-salt buffer (50 mM Tris-HCl at pH 8.0, 2 mM EDTA, 500 mM NaCl and 0.5% Triton X-100), LiCl buffer (10 mM Tris-HCl at pH 8.0, 1 mM EDTA, 0.25 M LiCl, 0.5% NP-40 and 0.5% deoxycholate) and TE buffer (10 mM Tris-HCl at pH 8.0 and 1 mM EDTA), and eluted with an elution buffer (1% SDS and 0.1 M NaHCO3). After reverse cross-linking, the PIF4-YFP-bound DNA fragments were purified using a PCR purification kit (Macherey-Nagel). Co-immunoprecipitated DNA fragments were quantified by real-time PCR using specific primers (Supplementary Table 1).

### RNA-Seq analysis

Seedlings were grown under white light for 5 days at 20 °C. Total RNA was extracted from the seedlings using the MiniBEST Plant RNA Extraction Kit (Takara) according to the manufacturer’s instructions. 1 µg of total RNA was processed for preparing mRNA sequencing library using MGIEasy RNA Directional Library Prep Kit (MGI) according to the manufacturer’s instruction. Sequencing was conducted on the MGIseq system (MGI) with 100 bp paired-end reads. The quantification of transcript expression was performed using Salmon^67^. Differential expression analysis was performed using DESeq2 software^68^. Differentially expressed genes between samples were defined based on the criteria (expression fold change > 1.5 and adjusted *P*-value < 0.05). Gene ontology enrichment analysis was performed using the Plant GeneSet Enrichment Analysis Toolkit (PlantGSEA)^69^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

RNA sequencing data were deposited into the Gene Expression Omnibus database under accession number GSE133564 and the NCBI Sequence Read Archive under accession number SRP212662. *Arabidopsis* mutants and transgenic lines used in this study are available upon request from the corresponding author. The source data for Figs. 2a-d, 3a-d, 3f-h, 4a-d, 5a, 6a-c and 6f-i and Supplementary Figs. 2 and 9-11 are provided as a Source Data file.

## Source Data

Source Data

# Supplementary material for: The epidermis coordinates thermoresponsive growth through the phyB-PIF4-auxin pathway
**Source:** Nat Commun. 2020 Feb 26;11:1053. doi: 10.1038/s41467-020-14905-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: List of tissue-specific PIF4-regulated genes

File Name: Supplementary Data 2

Description: List of epidermal or vascular PIF4-regulated genes and auxin-regulated genes

File Name: Supplementary Data 3

Description: Comparison of epidermal or vascular PIF4-regulated genes with PIF4 direct target genes

How the deposited data were processed for this re-analysis (not part of the article)

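RNA was measured in whole Arabidopsis seedlings grown for 5 days in white light at 20 °C, in 2 libraries each of wild type (Col-0), *pifq*, *ML1p::PIF4;pifq* and *SUC2p::PIF4;pifq*. The sample labels number the 2 libraries of every genotype, but in the file the 2 columns of *pifq* share 1 header, as do those of *SUC2:PIF4*, so that these are called A and B here in the order of the file (WT-1, WT-2, *pifq*-A, *pifq*-B, ML1-1, ML1-2, SUC2-A and SUC2-B). The 2 lines are also written *ML1:PIF4* and *SUC2:PIF4*, and SE is the standard error. The labels say no more about how the 2 samples of a genotype were grown or collected, so the p-values measure the spread between these samples. The authors extracted RNA with the MiniBEST kit, made directional libraries with the MGIEasy kit, sequenced them as paired ends on the MGIseq system and quantified TAIR10 transcripts with Salmon, and they name DESeq2 for differential expression (the versions are not stated in the paper or its supplement). The deposited values are a signal per transcript, read here as the authors' estimated reads divided by a size factor per library, for 40812 transcripts. This reading rests on the values themselves, since how they were normalized is not stated: they are not whole numbers, the median ratio of each library to the mean of all libraries is the same in every library, and the columns sum to similar totals. Between 85.5% and 99.3% of the low values of a library lay within 0.1 of a whole multiple of 1 step, as scaled reads would. The values were analysed as normalized ones and were not divided back into counts.

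Transcripts were summed to 32753 genes, of which 5880 have more than 1 transcript and 7160 are at 0 in all libraries (8203 transcripts). Genes with a value of at least 1 in at least 2 libraries were tested (24182 genes) with limma 3.58.1 in R 4.3.3, as limma-trend on log2 of the value plus 1. The fit held all 8 libraries with a mean per genotype (4 residual degrees of freedom per gene, 9.09 after moderation), a route fixed for normalized values before the data were examined, as were the comparisons, gene lists, rule for named genes and alternatives, apart from 2 alternatives and the tests named as later below. A gene was called at a fold above 1.5 and a Benjamini-Hochberg adjusted p under 0.05, the paper's criteria, for wild type, *ML1p::PIF4;pifq* and *SUC2p::PIF4;pifq* against *pifq* and for *ML1:PIF4* against *SUC2:PIF4*. The direct contrast of the 2 lines equals the difference of their changes against *pifq* and tests whether they differ. A library whose partner was left out leaves 1 sample in its group, which was assumed to vary like the other groups.

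The global PIF quartet-activated and -repressed sets are the genes called higher and lower in wild type than in *pifq*, the auxin-activated and auxin-repressed genes are those of Supplementary Data 2, from another study, and the marked PIF4 targets are those of Supplementary Data 3, which marks them only among genes the paper called. A further 27 lists were written from general knowledge: Aux/IAA genes, GH3 genes, SAUR genes, auxin biosynthesis genes, auxin transport genes, PIF-induced growth regulators, brassinosteroid biosynthesis genes, gibberellin genes, expansin genes, XTH genes, cellulose synthesis genes, iron-deficiency response genes, iron storage genes, nitrate response genes, salicylic acid defense genes, jasmonate, ethylene and camalexin defense genes, flowering genes, circadian clock genes, chlorophyll biosynthesis genes, photosynthesis genes, epidermis marker genes, stomatal lineage marker genes, phloem marker genes, xylem and cambium marker genes, root marker genes, seed maturation genes and heat shock genes. The paper's text, which was known when the lists were written, names auxin, cell wall, growth, iron, nitrate and defense from these same libraries. Tests of lists on these subjects are therefore not independent of the paper's results. Of 449 members 12 whose identifier and symbol did not match the reference gene table were dropped and 437 were kept. Sets and lists were tested with limma's camera, with a preset correlation between genes of 0.01 and, as an alternative, with an estimated one, adjusted over the lists within a comparison, and members were also adjusted over their list alone. Overlaps were tested with two-sided Fisher's exact tests over the genes tested, and the covariance of the log2 fold changes of 2 comparisons was set beside 100 simulations of unchanged genotypes compared with the same *pifq* libraries. The enrichment of marked PIF4 targets was not tested, since the whole list of targets was not used here.

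The genes named were chosen by rule: those the paper names; for each comparison the 6 largest rises and falls among called genes whose groups did not overlap and whose mean was at least 0.0005% of the column total; up to 4 called members per list, or the 2 with the highest mean where none was called; 4 called genes of the auxin lists and of the marked targets; and genes within 300 kb of *PIF1*, *PIF3*, *PIF4* or *PIF5* called with a log2 fold change beyond 3. The rule asked for values in CPM or TPM, which these data do not hold, so the share of the column total took their place. Values in the paper's supplementary tables had been seen when the rule was written, and the genes of the stretch of chromosome 1 and the root markers named in the closing section were chosen after their values were seen. Coordinates are those of TAIR10.1, whose chromosomes have the lengths of TAIR10, the build the submitters name, and 32048 genes matched its gene table and 705 did not. Reads of near-identical genes, such as neighbouring SAUR genes or *COR15A* and *COR15B*, and of overlapping genes, such as *MRD1* and *HEI10*, are uncertain in their assignment.

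The columns sum to 48215013 to 55674351. In values simulated with the spread of the fit, 98.5% of the genes changed 4-fold were called for wild type against *pifq*. For *ML1p::PIF4;pifq* it was 96.2% and for *SUC2p::PIF4;pifq* all 54. Between the lines 69.1% of those changed 2-fold and 11.6% of those changed 1.5-fold were called. No changed gene was called in the wrong direction, and 8 to 10 unchanged genes were called. The changed genes were drawn only among those with higher values, with noise independent between genes. Depth and genes with low values were therefore not covered. The alternatives tried were no filter on low values, a pseudocount of 0.1, only the 4 libraries compared, limma's treat against a fold of 1.5, no fold required, leaving out each library in turn, an estimated correlation, the paper's own sets of PIF quartet-regulated genes, all genes as background and adjustment over a list alone. Chosen after seeing the data were the first transcript of each gene in place of the sum and limma-voom weights in place of the trend. All 8 columns of values were used and no library was left out.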

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

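The tests of the 3 patterns weighed here were chosen after the results were seen, apart from the test of the genes not called on chromosome 1.

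Root markers differed between the lines, with a median log2 fold change of 1.04 in *ML1p::PIF4;pifq* over *SUC2p::PIF4;pifq* (camera, adjusted p = 4.25e-06; estimated correlation, adjusted p = 0.207), and with the iron-deficiency genes they were lower in *SUC2:PIF4* than in *pifq*, at medians of -0.99 and -0.83. A smaller share of root tissue that lowers every root marker alike is argued against: 2 of 20 markers lay above the list's median by more than 2 SE, *PYK10* (-0.40) and *PIN2* (-0.19), against 0.783 by chance (a p of 0.182), and 5 below it, such as *TIP2-3* (-1.70) and *CASP1* (-1.55), together 7 against 1.56 by chance (a p of 0.001, from 10000 draws). The criterion was revised after its value was seen and counted both sides only later, and on the upper side alone it did not argue against a smaller share. The authors' scaling by 1 factor per library is argued against too, because it shifts every gene alike. The 44 root marker and iron-deficiency genes had a median that differed from that of the other genes by -0.916, while phloem markers had a median of 0.48. In 10000 random sets of as many genes the difference was -0.338 at the lowest. The 2 lists were picked because they were lower, so the random sets add no evidence. Fewer differentiated root cells rather than an effect on iron genes stay open, as the median of the iron-deficiency genes lay 0.163 above that of the root markers. A smaller share of root in which some markers fall less because the shoot makes them too was not tested, nor was an effect of vascular PIF4 on gene activity in the root, and these explanations cannot be told apart in whole seedlings whose share of root was not measured.

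AT2G42750, which the paper does not discuss, had a log2 fold change of 11.58 (SE 0.54, adjusted p = 3.37e-05) in wild type over *pifq*, within the run of 6 neighbouring genes on chromosome 2, from 17791692 to 17806073 on TAIR10.1, that was near 0 in every library with *pifq*. The run was not restored in either line. No gene of the run exceeded 5.95 in a library of the lines with restored PIF4 or of *pifq*, against 275 or more in wild type. The run was picked for being near 0 in every library with *pifq*, both lines included. These values therefore describe the pattern and are no separate test of whether loss of *PIF4* lowers the run and either line restores it. That limma called 0 of the 6 genes higher in either line follows from how the run was picked and adds nothing. A segment missing in the *pifq* background stays open: the highest mean of a gene of the run in a group with *pifq* was 2.976, above the 2 the test allowed and below the 10 that would have argued against it. The genes on either side, AT2G42730 (log2 fold change 1.12, adjusted p = 0.267) and *RLP29* (1.15, adjusted p = 0.0626), were not called. An effect of the other missing PIFs on the run was not tested.

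On chromosome 1, 15 of 100 neighbouring genes from AT1G53080 to AT1G54050 were called in *ML1p::PIF4;pifq* against *pifq*, 3 higher and 12 lower, 9 in *SUC2p::PIF4;pifq* and 5 in wild type, among them AT1G54040 in *ML1:PIF4* (log2 fold change 6.17, SE 0.26, adjusted p = 2.48e-05; -1.51 with the first transcript alone) and *MRD1* in both *ML1:PIF4* (log2 fold change 4.13, SE 0.45, adjusted p = 0.00190; -2.18 with the first transcript alone) and *SUC2:PIF4* (log2 fold change 4.54, SE 0.45, adjusted p = 0.00151), genes the paper does not discuss. *HEI10*, which overlaps *MRD1*, rose in both lines as well (1.38 and 1.69). Chance placing of the called genes is argued against, with a p of 1e-04, the smallest that 10000 random placements can give, and at most 13 in a random one; the fullest stretch of wild type held 21 (a p of 0.000400), that of *SUC2:PIF4* 17 (a p of 0.742) and that between the lines 30 (a p of 0.0561). A difference in sequence between *ML1:PIF4* and the other genotypes over the stretch stays open: its 85 genes not called had a median absolute ratio of log2 fold change to SE at percentile 92 of 23417 stretches, between the 50 and the 95 that would have decided it. 2 of its 100 genes, AT1G53887 and AT1G53950, but 1 of 23812 elsewhere, *CLE21*, were listed at 0 in both *ML1:PIF4* libraries with a mean of at least 10 in the others. Both genes are among the 15 called, and the stretch was picked for its called genes. Their excess inside it is therefore no evidence for this explanation. No biological explanation was tested.

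In all 35 genes were called in opposite directions against *pifq* in the 2 lines, a difference between groups, 28 of them higher and 7 lower in *ML1p::PIF4;pifq*, and these numbers were 5 and 1 without *pifq*-A, 13 and 1 without *pifq*-B, 9 and 4 without ML1-1, 11 and 4 without ML1-2, 21 and 1 without SUC2-A and 14 and 0 without SUC2-B. *HFR1* differed between the lines by 4.60 (SE 0.26, adjusted p = 2.76e-05), and AT5G44440 by 8.40 (SE 0.43, adjusted p = 1.98e-05), in each case higher in *ML1:PIF4*. Seed maturation genes had a median of 3.45 in *ML1:PIF4* over *SUC2p::PIF4;pifq* (camera, adjusted p = 3.59e-08; estimated correlation, adjusted p = 0.334), though some of their libraries of 1 genotype lay far apart, and chlorophyll biosynthesis genes one of -0.65 (camera, adjusted p = 0.00103; estimated correlation, adjusted p = 0.207).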

How the results depend on the processing

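No paired analysis was possible because the columns of *pifq* and *SUC2p::PIF4;pifq* carry no number of their own. The alternatives set for counts (RLE in place of TMM, and DESeq2) were not run, since the values were taken as normalized ones. With no filter on low values and with a pseudocount of 0.1, all 33 counts of genes stayed within 1.5 times and all 14 set and overlap tests kept their direction and side of the threshold, while 18 and 18 named genes lost their call. The paper's own sets of PIF quartet-regulated genes left all 6 of their tests on their side. Named genes lost their call 26 times with only the 4 libraries compared and 249 with treat, and without 1 library 18 and 18 times (wild type), 161 and 111 (*pifq*), 85 and 71 (*ML1p::PIF4;pifq*) and 75 and 97 (*SUC2:PIF4*). Depth limits what is measured at the low end, with 20843 to 21145 genes at a value of 10 or more in a library.

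Against a null fold of 1.5 (treat), which asks more of every gene by construction, 33 and 161 genes were higher and lower in wild type, 55 and 71 in *ML1p::PIF4;pifq*, 4 and 118 in *SUC2p::PIF4;pifq* and 379 and 130 in *ML1:PIF4* over *SUC2:PIF4*. Higher and lower in both were 3 and 3 for wild type and *ML1:PIF4*, 0 and 10 for wild type and *SUC2:PIF4* and 3 and 2 for the 2 lines, with 1 and 0 in opposite directions. Auxin-activated genes higher and auxin-repressed genes lower were 11 and 4 in wild type, 13 and 9 in *ML1:PIF4* and 0 and 4 in *SUC2:PIF4*, and 52 auxin-activated genes were higher between the lines. Marked PIF4 targets higher and lower were 7 and 9 in wild type, 21 and 1 in *ML1:PIF4* and 0 and 3 in *SUC2:PIF4*.

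For the other alternatives the cause was not tested. With only the 4 libraries compared, 188 genes were higher in wild type and 374 in *ML1p::PIF4;pifq*, 16 were higher in both wild type and *SUC2p::PIF4;pifq*, 58 lower in both lines, 18 auxin-activated genes were higher in *SUC2:PIF4*, 11 genes were lower in *ML1:PIF4* and higher in *SUC2:PIF4*, and the PIF quartet-repressed set had an unadjusted p of 0.0519 in *ML1:PIF4*. With no fold required, 53 genes were higher in both wild type and *SUC2:PIF4*, 22 auxin-activated genes were higher in *SUC2:PIF4* and 11 genes were lower in *ML1:PIF4* and higher in *SUC2:PIF4*. With an estimated correlation the unadjusted p of the auxin-activated set was 0.401 in wild type, 0.0578 in *ML1:PIF4* and 0.0967 between the lines, that of the auxin-repressed set 0.220 in *ML1:PIF4* and 0.163 in *SUC2:PIF4*, that of the PIF quartet-repressed set 0.472, 0.251 and 0.573 in *ML1:PIF4*, in *SUC2:PIF4* and between them, and that of the PIF quartet-activated set 0.164 between them and 0.0313 in *ML1:PIF4*, where it was 0.116 when adjusted over the 4 sets, so that its call was lost. It left 0 lists called by camera in each of the 4 comparisons, against 14, 13, 7 and 10 with the preset one, and 4, 3, 2 and 5 at an unadjusted p under 0.05 (limma's fry, which tests a list against no change and not against the other genes, called 9, 5, 2 and 11), the lowest adjusted p being 0.197, 0.0976, 0.252 and 0.207. With all genes as background, Fisher's exact test of the genes lower in both lines gave p = 0.00345.

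With the first transcript of each gene, chosen after seeing the data, 284 genes were higher in *SUC2p::PIF4;pifq*, those higher and lower in both were 46 and 33 for wild type and *ML1p::PIF4;pifq*, 14 and 106 for wild type and *SUC2:PIF4* and 8 and 11 for the lines, 5 and 39 auxin-activated genes higher and auxin-repressed genes lower in *SUC2:PIF4*, 3 genes lower in *ML1:PIF4* and higher in *SUC2:PIF4*, 11 targets higher in *SUC2:PIF4*, and the PIF quartet-repressed set had an unadjusted p of 0.0636 between the lines. The direction turned under it for *SPL4* in *ML1:PIF4* (0.86) and between the lines (2.32), *MRD1* in *ML1:PIF4* (-2.18), AT1G54040 in *ML1:PIF4* (-1.51) and between the lines (-0.11), *PILS5* in *SUC2:PIF4* (1.21) and between the lines (-1.60) and *LHY* between the lines (0.24). With voom weights, also chosen after seeing the data, 96, 281 and 42 genes were lower in both of wild type and *ML1:PIF4*, wild type and *SUC2:PIF4* and the 2 lines, 16 auxin-activated genes were higher in *SUC2:PIF4*, and 43 genes were higher in *ML1:PIF4* and lower in *SUC2:PIF4*.

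Leaving out in turn 1 library of the genotypes compared, which by construction leaves fewer samples, gave 105 to 323 genes higher and 140 to 1128 lower in wild type, 61 to 87 and 67 to 98 in *ML1p::PIF4;pifq*, 12 to 368 and 127 to 1032 in *SUC2p::PIF4;pifq* and 992 to 1231 and 336 to 857 between the lines. Higher and lower in both were 16 to 66 and 5 to 90 for wild type and *ML1:PIF4*, 5 to 45 and 8 to 248 for wild type and *SUC2:PIF4* and 5 to 10 and 0 to 11 for the lines, with 5 to 21 and 0 to 4 in opposite directions. Auxin-activated genes higher and auxin-repressed genes lower were 18 to 64 and 3 to 40 in wild type, 14 to 26 and 6 to 12 in *ML1:PIF4* and 0 to 8 and 4 to 42 in *SUC2:PIF4*, and 100 to 128 auxin-activated genes were higher between the lines. Without a library of another genotype, the genes higher and lower were 236 to 267 and 720 to 874 in wild type, 194 to 300 and 192 to 349 in *ML1:PIF4*, 310 to 688 and 943 to 1608 in *SUC2:PIF4* and 2007 to 2455 and 997 to 1407 between the lines. The auxin-activated genes higher and auxin-repressed genes lower were then 45 to 51 and 29 to 33 in wild type, 47 to 77 and 29 to 41 in *ML1:PIF4* and 5 to 19 and 46 to 73 in *SUC2:PIF4*, with 171 to 198 auxin-activated genes higher between the lines. Without a library of the genotypes compared, marked targets higher and lower were 15 to 42 and 5 to 59 in wild type, 23 to 28 and 0 to 2 in *ML1:PIF4* and 1 to 12 and 3 to 49 in *SUC2:PIF4*. Without a library of the genotypes compared, the unadjusted p of the auxin-activated set ranged from 0.00181 to 0.534 in wild type and 0.0342 to 0.439 in *SUC2:PIF4*, that of the auxin-repressed set from 0.00564 to 0.996 in wild type, and, without one of wild type or *pifq* as well, since these define the set, that of the PIF quartet-activated set from 3.24e-05 to 0.539 in *SUC2:PIF4*, and that of the PIF quartet-repressed set from 6.44e-08 to 0.0604 in *ML1:PIF4* and 2.65e-06 to 0.717 between the lines, where its direction turned without *pifq*-A (0.498).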

Differences from the paper's values

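At the paper's thresholds, 1075 of the 1281 genes the paper calls in wild type were called here in the same direction (83.9%), 403 of 575 in *ML1p::PIF4;pifq* (70.1%), with 1 in the other, AT1G54040, and 1477 of 1765 in *SUC2p::PIF4;pifq* (83.7%). Ratios of shared to expected genes are over the 24182 genes tested here and over a larger total in the paper's supplement. With all 32753 genes as background, those of genes lower were 6.76 for wild type and *ML1:PIF4* and 4.42 for wild type and *SUC2:PIF4*. Between the 2 lines they were then 5.46 for genes higher and 1.98 for genes lower. For the 2 lines, the ratio of shared to expected genes higher is 2.5 in the paper's text, 2.48 from its supplement and 4.03 here. Of the alternatives set before the data were examined, the ratio came within 1.5 times of the paper's with only the 4 libraries compared and no fold required, and not with no filter on low values, treat against a fold of 1.5, a pseudocount of 0.1 and all genes as background or without *pifq*-A or *pifq*-B (it was not computed without the other libraries). Their ratio of shared to expected genes lower is 2.5 in the text, 2.89 in the supplement and 1.46 here; it came within 1.5 times of the paper's with only the 4 libraries compared and all genes as background or without *pifq*-B, and not with no filter on low values, treat against a fold of 1.5, no fold required and a pseudocount of 0.1 or without *pifq*-A. Behind these ratios stand the paper's 10 shared genes higher against 19 here (within it at 10 without *pifq*-B, 7 without ML1-1 and 8 without ML1-2, and not at 16 with no filter on low values, 19 with only the 4 libraries compared, 3 with treat against a fold of 1.5, 22 with no fold required, 16 with a pseudocount of 0.1, 6 without *pifq*-A, 5 without SUC2-A and 6 without SUC2-B) and the paper's 35 shared genes lower against 20 here (not within it under any of them, at 16 with no filter on low values, 58 with only the 4 libraries compared, 2 with treat against a fold of 1.5, 21 with no fold required, 14 with a pseudocount of 0.1, 0 without *pifq*-A, 11 without *pifq*-B, 5 without ML1-1, 4 without ML1-2, 4 without SUC2-A and 3 without SUC2-B). For wild type and *ML1:PIF4* the ratio of shared to expected genes lower is 8.14 in the supplement and 4.99 here; it came within 1.5 times of the paper's with no filter on low values, only the 4 libraries compared, treat against a fold of 1.5 and all genes as background or without *pifq*-B, and not with no fold required and a pseudocount of 0.1 or without *pifq*-A. For wild type and *SUC2:PIF4* the ratio of shared to expected genes lower is 4.99 in the supplement and 3.27 here; it came within 1.5 times of the paper's with no filter on low values, only the 4 libraries compared and all genes as background or without *pifq*-B, and not with treat against a fold of 1.5, no fold required and a pseudocount of 0.1 or without *pifq*-A.

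The paper's log2 fold changes in Supplementary Data 1 differ from those here by more than the spread here for 1 named gene in wild type, 3 in *ML1p::PIF4;pifq* and 4 in *SUC2p::PIF4;pifq*, and where no alternative set before the data were examined is named as within the paper's, none was. In wild type the values were for *PIF5* the paper's 4.28 and 5.36 here (5.06 to 5.66 under the alternatives). In *ML1:PIF4* they were for *PIF5* the paper's -8.42 and -0.73 here (-1.03 to -0.43 under the alternatives) and for *CYP79F1* the paper's -4.28 and -4.70 here (-4.86 to -4.55 under the alternatives). The other values of this line were for AT1G54040 the paper's -1.54 and 6.17 here (5.91 to 6.44 under the alternatives). In *SUC2:PIF4* they were for *PIF4* the paper's 8.19 and 5.78 here (5.60 to 5.96 under the alternatives) and for *PIF5* the paper's -8.38 and 0.0377 here (-0.26 to 0.34 under the alternatives). The other values there were for *CCA1* the paper's 0.67 and 0.47 here (0.41 to 0.54 under the alternatives) and for *LUX* the paper's -1.07 and -0.74 here (-0.86 to -0.63 under the alternatives). Where a gene is listed at 0 in a library compared, its fold depends on the pseudocount, so that a gap from the paper's is not read as a difference. Such values in wild type were for AT1G08985 the paper's -4.31 and -3.59 here (within the paper's at -4.39 without WT-1 and -3.69 without *pifq*-B, the others at -5.45 to -2.80) and for *OPT2* the paper's -6.91 and -4.45 here (-7.71 to -3.90 under the alternatives). They were for AT2G42750 the paper's 12.43 and 11.58 here (within the paper's at 12.37 without *pifq*-A, the others at 10.80 to 13.50) and for AT2G42780 the paper's 12.80 and 9.81 here (9.31 to 11.90 under the alternatives) too. They were for *CSY3* the paper's 13.07 and 10.58 here (10.58 to 13.90 under the alternatives) and for *SESA1* the paper's -6.08 and -3.66 here (-6.86 to -3.09 under the alternatives) too. One in *ML1:PIF4* was for AT2G43440 the paper's -5.78 and -4.31 here (within the paper's at -6.35 with a pseudocount of 0.1, the others at -4.81 to -3.81).

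With the first transcript of each gene, chosen after seeing the values, some values came within the SE here of the paper's. These were *PIF5* in wild type (4.45), *CYP79F1* (-4.35) and AT1G54040 (-1.51) in *ML1p::PIF4;pifq* and *CCA1* (0.67) and *LUX* (-1.03) in *SUC2p::PIF4;pifq*. The genes higher in both lines (8) came within 1.5 times of the paper's number. *PIF5* was called lower in *ML1:PIF4* (-5.78) and *SUC2:PIF4* (-5.78), as the paper calls it. That setting called 888, 308 and 1114 of the 1281, 575 and 1765 genes the paper calls in wild type, *ML1:PIF4* and *SUC2:PIF4*. With voom weights, also chosen after seeing the values, AT1G08985 (-4.30) and AT2G42750 (12.09) in wild type came within the SE here of the paper's. The genes lower in both lines (42) came within 1.5 times of the paper's number. Of the paper's genes 1104, 477 and 1538 were called with these weights.

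Other named genes that the paper calls were not called here, and the settings that call them, of which voom weights were chosen after seeing the data, are these. In wild type, called were *GUN4* (0.58) with no fold required and without WT-1, *PAR1* (0.87) with voom weights, *HFR1* (0.83), AT1G13300 (0.63) and *EXPA11* (0.64) without WT-1, *CRK41* (-0.80) without WT-2 and with voom weights and *IAA14* (0.64) under none of the settings. In *ML1p::PIF4;pifq*, *PRE6* (0.89), *PAR1* (0.98) and AT5G66400 (1.68) with only the 4 libraries compared and with voom weights, *SAUR20* (1.66) with only the 4 libraries compared, without *pifq*-A and with voom weights, *IAA17* (0.68) and *EXPA8* (0.80) with voom weights, *EXPA3* (0.81) and *AUX1* (0.60) without *pifq*-A and with voom weights and *EXLA2* (0.65) under none of the settings. In *SUC2p::PIF4;pifq*, *OLEO2* (-2.31) with only the 4 libraries compared and with voom weights, *SAUR20* (-1.24) without *pifq*-B, *EXPA3* (-0.73) and *LTP1* (-0.62) without *pifq*-B and with voom weights and *CCA1* (0.47) under none of the settings.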

Other observations

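The tests reported in this part were fixed before the data were examined, apart from that of the first transcript at its end.

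Genes of seed storage and late embryogenesis, lower in wild type than in *pifq*, stood apart in the 2 lines. In *ML1p::PIF4;pifq* they had 3 of 17 higher and none lower and a median of 2.04 (camera, adjusted p = 2.84e-10; estimated correlation, adjusted p = 0.269; 11 higher when adjusted over the list alone) against *pifq*, in *SUC2p::PIF4;pifq* 3 of 17 lower and none higher and a median of -1.32 (camera, adjusted p = 0.0597), and *ML1:PIF4* over *SUC2:PIF4* 13 of 17 higher and none lower and a median of 3.45 (camera, adjusted p = 3.59e-08; estimated correlation, adjusted p = 0.334). *EM6*, a late embryogenesis gene, was at 449.7 and 448 in the 2 libraries of *ML1:PIF4*, 307 and 226 in those of *pifq* and 103 and 33.3 in those of *SUC2:PIF4*. Without 1 library the members called were, for seed maturation genes in *ML1:PIF4* higher 1 without *pifq*-A and 0 without *pifq*-B, ML1-1 or ML1-2; for seed maturation genes in *SUC2:PIF4* lower 0 without *pifq*-A or SUC2-B, 1 without *pifq*-B and 5 without SUC2-A, with an adjusted p of 2.61e-08 without SUC2-A; for seed maturation genes between the lines higher 4 without ML1-1, 5 without ML1-2 and 6 without SUC2-B.

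Light-harvesting and Rubisco genes had, in wild type against *pifq*, 1 of 19 higher and none lower and a median of 0.49 (camera, adjusted p = 1.97e-05; estimated correlation, adjusted p = 0.448; 5 higher when adjusted over the list alone), with all 19 above 0, and in *ML1p::PIF4;pifq* none of 19 called and a median of -0.25 (camera, adjusted p = 0.112). Chlorophyll biosynthesis genes had 2 of 10 higher and none lower and a median of 0.41 (camera, adjusted p = 0.00576; estimated correlation, adjusted p = 0.363) in *SUC2p::PIF4;pifq* against *pifq* and 6 of 10 lower and none higher and a median of -0.65 (camera, adjusted p = 0.00103; estimated correlation, adjusted p = 0.207) in *ML1:PIF4* over *SUC2:PIF4*. *CRD1*, an enzyme of this pathway, had a log2 fold change of -0.65 (SE 0.20, adjusted p = 0.0494) between the lines, not called at -0.72 without ML1-1, -0.59 without ML1-2, -0.65 without SUC2-A and -0.66 without SUC2-B. Heat shock genes in wild type had 2 of 7 lower and none higher and a median of -1.20 (camera, adjusted p = 0.00123; estimated correlation, adjusted p = 0.262; 4 lower when adjusted over the list alone). Without 1 library the members called were, for heat shock genes in wild type lower 1 without WT-1 or *pifq*-A and 0 without *pifq*-B; for photosynthesis genes in wild type higher 0 without WT-1, WT-2, *pifq*-A or *pifq*-B; for photosynthesis genes in *ML1:PIF4* an adjusted p of 0.00242 without *pifq*-B and 0.00814 without ML1-1; for chlorophyll genes in *SUC2:PIF4* higher 0 without *pifq*-A, SUC2-A or SUC2-B and 1 without *pifq*-B; for chlorophyll genes between the lines lower 2 without ML1-1, 3 without ML1-2 or SUC2-A and 1 without SUC2-B.

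Among hormone genes, those of gibberellin metabolism and perception had none of 12 called and a median of 0.39 (camera, adjusted p = 0.000251; estimated correlation, adjusted p = 0.185) in *ML1p::PIF4;pifq* against *pifq* and 2 of 12 higher and none lower and a median of 0.41 (camera, adjusted p = 0.0303; estimated correlation, adjusted p = 0.315) over *SUC2p::PIF4;pifq*. Brassinosteroid biosynthesis genes in wild type had 1 of 10 higher and none lower and a median of 0.22 (camera, adjusted p = 0.00261; estimated correlation, adjusted p = 0.229), auxin biosynthesis genes 1 higher and 1 lower of 13 and a median of 0.28 (camera, adjusted p = 0.0171; estimated correlation, adjusted p = 0.310; 3 higher when adjusted over the list alone), and the auxin-conjugating GH3 genes in *ML1:PIF4* 1 of 6 higher and none lower and a median of 0.08 (camera, adjusted p = 0.115). Cellulose synthesis genes in *ML1:PIF4* had none of 10 called and a median of 0.14 (camera, adjusted p = 0.0715). Flowering genes in *ML1:PIF4* had 1 of 14 lower and none higher and a median of -0.05 (camera, adjusted p = 0.467). When adjusted over the list alone 1 was higher. The 1 called was the flowering regulator *SPL4* (log2 fold change -3.13, SE 0.33, adjusted p = 0.00148). With the first transcript, chosen after seeing the data, its value was 0.86. *SPL4* lies in the stretch of chromosome 1 described above that was rich in called genes in this line. Clock genes in wild type had 3 higher and 3 lower of 13 and a median of 0.06 (camera, adjusted p = 0.773). Without 1 library the members called were, for gibberellin genes between the lines higher 0 without ML1-1 and 1 without ML1-2 or SUC2-B, with an adjusted p of 0.0616 without ML1-1 and 0.0679 without SUC2-A; for brassinosteroid genes in wild type higher 0 without WT-2, *pifq*-A or *pifq*-B; for GH3 genes in *ML1:PIF4* higher 0 without *pifq*-A, *pifq*-B, ML1-1 or ML1-2, with an adjusted p of 0.0224 without ML1-2; for cellulose genes in *ML1:PIF4* an adjusted p of 0.0143 without ML1-1; for clock genes in wild type higher 1 without *pifq*-A and lower 1 without *pifq*-A; for auxin biosynthesis genes in wild type lower 0 without WT-2, *pifq*-A or *pifq*-B, with an adjusted p of 0.187 without WT-1 and 0.0638 without *pifq*-B.

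Markers of the shoot epidermis, the tissue in which the *ML1* promoter acts, had 1 of 11 lower and none higher and a median of -0.17 (camera, adjusted p = 0.00558; estimated correlation, adjusted p = 0.316) in *ML1p::PIF4;pifq* against *pifq*, with the promoter's own gene *ATML1* at 0.01 (SE 0.14, adjusted p = 0.991). Stomatal lineage markers had 1 of 8 lower and none higher and a median of -0.42 (camera, adjusted p = 0.0510) in *ML1:PIF4* against *pifq* and 2 of 8 lower and none higher and a median of -0.18 (camera, adjusted p = 0.0706) over *SUC2p::PIF4;pifq*, and xylem and cambium markers in *ML1:PIF4* none of 10 called and a median of 0.38 (camera, adjusted p = 0.000251; estimated correlation, adjusted p = 0.350; 1 higher when adjusted over the list alone) and phloem markers none of 12 called and a median of 0.29 (camera, adjusted p = 0.00409; estimated correlation, adjusted p = 0.480). Iron storage genes, such as ferritins, had 1 of 9 higher and none lower and a median of 0.55 (camera, adjusted p = 0.0309; estimated correlation, adjusted p = 0.448; 2 higher when adjusted over the list alone) in wild type, and iron-deficiency genes in *ML1:PIF4* 3 of 24 lower and none higher and a median of -0.19 (camera, adjusted p = 0.00104; estimated correlation, adjusted p = 0.350). Without 1 library the members called were, for epidermis markers in *ML1:PIF4* lower 0 without *pifq*-A, *pifq*-B or ML1-2, with an adjusted p of 0.0847 without *pifq*-A; for stomatal lineage markers in *ML1:PIF4* lower 0 without *pifq*-A, *pifq*-B, ML1-1 or ML1-2, with an adjusted p of 0.0468 without *pifq*-B and 0.0233 without ML1-1; for stomatal lineage markers between the lines lower 1 without ML1-1, SUC2-A or SUC2-B, with an adjusted p of 0.0244 without ML1-1 and 0.0326 without SUC2-B; for iron storage genes in wild type higher 0 without WT-1, *pifq*-A or *pifq*-B, with an adjusted p of 0.274 without WT-1 and 0.263 without *pifq*-B; for iron-deficiency genes in *ML1:PIF4* lower 0 without *pifq*-A, ML1-1 or ML1-2 and 1 without *pifq*-B, with an adjusted p of 0.156 without ML1-1.

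*YUC8*, *IAA19* and *ATHB2*, which the paper measured by qRT-PCR, had these RNA-seq values at 20 °C. For the qRT-PCR, seedlings were kept in cycles of light and dark before continuous light, and those sequenced were grown in white light. The 2 measures are therefore not from like conditions. *YUC8* was at a log2 fold change over *pifq* of 2.57 in wild type, 2.45 in *ML1p::PIF4;pifq* and -0.31 in *SUC2p::PIF4;pifq*, *IAA19* at 0.76 in wild type, 1.74 in *ML1:PIF4* and -0.32 in *SUC2:PIF4*, and *ATHB2*, a homeobox gene induced in shade, at -0.08 in wild type, 0.50 in *ML1:PIF4* and -0.04 in *SUC2:PIF4*. *YUC8* was called higher in wild type and *ML1:PIF4*, as was *IAA19*, whose call in wild type was lost at 0.91 without WT-1, 0.60 without WT-2, 0.85 without *pifq*-A and 0.66 without *pifq*-B. Between the lines *ATHB2* had one of 0.55 (SE 0.20, adjusted p = 0.0950), and it was not called in any of the 4 comparisons.

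The paper's fold changes of genes with several transcripts may be those of the first transcript of each gene. The paper makes 708 calls of such genes over the 3 comparisons with *pifq*, a gene called in several being counted in each. Of these calls 662 (93.5%) had the paper's log2 fold change within 0.05 from the first transcript alone, and 339 (47.9%) from the sum of transcripts. In the other 46 the first transcript was at 0 in 1 group, with the paper's sign in all 46. Of 2913 calls of genes with 1 transcript, counted in the same way, 2887 matched. This hypothesis was found and tested on the same data.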
